# Peroxiredoxin 1-Toll-like receptor 4-p65 axis inhibits receptor activator of nuclear factor kappa-B ligand-mediated osteoclast differentiation

**DOI:** 10.1016/j.isci.2024.111455

**Published:** 2024-11-26

**Authors:** Jisu Park, Sanggil Kim, Hye-Yeon Jung, Eun Hwan Bae, Minhye Shin, Jae-Il Park, So-Young Choi, Sun-Ju Yi, Kyunghwan Kim

**Keywords:** Cellular physiology, Molecular biology, Transcriptomics

## Abstract

Peroxiredoxin 1 (PRDX1), an intracellular antioxidant enzyme, has emerged as a regulator of inflammatory responses via Toll-like receptor 4 (TLR4) signaling. Despite this, the mechanistic details of the PRDX1-TLR4 axis and its impact on osteoclast differentiation remain elusive. Here, we show that PRDX1 suppresses RANKL-induced osteoclast differentiation. Utilizing pharmacological inhibitors, we reveal that PRDX1 inhibits osteoclastogenesis through both TLR4/TRIF and TLR4/MyD88 pathways. Transcriptome analysis revealed PRDX1-mediated alterations in gene expression, particularly upregulating serum amyloid A3 (*Saa3*) and aconitate decarboxylase 1 (*Acod1*). Mechanistically, PRDX1-TLR4 signaling activates p65, promoting *Saa3* and *Acod1* expression while inhibiting *Nfatc1*, a master regulator of osteoclastogenesis. Remarkably, PRDX1 redirects p65 binding from *Nfatc1* to *Saa3* and *Acod1* promoters, thereby suppressing osteoclast formation. Structural analysis showed that a monomeric PRDX1 mutant with enhanced TLR4 binding exhibited the potent inhibition of osteoclast differentiation. These findings reveal the PRDX1-TLR4 axis’s role in inhibiting osteoclastogenesis, offering potential therapeutic insights for bone disorders.

## Highlights

• PRDX1 suppresses RANKL-induced osteoclast differentiation through TLR4 signaling
• PRDX1-TLR4 signaling upregulates *Saa3* and *Acod1*, inhibiting osteoclastogenic genes
• PRDX1 redirects p65 from Nfatc1 to *Saa3* and *Acod1* promoters
• A monomeric PRDX1 mutant enhances TLR4 binding, boosting anti-osteoclast effects

## Introduction

Throughout life, healthy bones undergo constant remodeling. This process involves the coordinated actions of two cell types: osteoblasts, which are responsible for bone formation, and osteoclasts, which are involved in bone resorption. This balance is essential for bone health. However, when the activity of osteoclasts surpasses that of osteoblasts, bone is excessively broken down, leading to osteoporosis.^1^^,^^2^^,^^3^^,^^4^^,^^5^

Osteoclasts are differentiated from monocytes or osteoclast precursor (OCP) cells, which originate from hematopoietic stem cells. Two well-known factors, macrophage colony stimulating factor (M-CSF) and receptor activator of nuclear factor kappa-B ligand (RANKL) play a key role in the osteoclast differentiation.^6^^,^^7^ RANKL binds to its receptor, the receptor activator of nuclear factor kappa-B (RANK), which activates several transcription factors, such as c-Fos and nuclear factor kappa-B(NF-κB).^8^^,^^9^^,^^10^ These transcription factors translocate to the nucleus and promote expression of a set of critical osteoclast-specific genes such as nuclear factor-activated T cells c1 (NFATc1), tartrate-resistant acid phosphatase (TRAP), cathepsin K, and matrix metalloproteinase-9 (MMP-9). Especially, NFATc1 is known as the master regulator of osteoclastogenesis and upregulates a variety of genes responsible for osteoclast adhesion, migration, acidification, degradation of bone matrix such as TRAP, cathepsin K, calcitonin receptor, and osteoclast-associated receptor (OSCAR).^11^^,^^12^^,^^13^^,^^14^^,^^15^^,^^16^

Peroxiredoxin 1 (PRDX1) is a member of the PRDX family, functioning as a cysteine-dependent peroxidase that reduces reactive oxygen species (ROS).^17^^,^^18^^,^^19^ Widely expressed in tissues, PRDX1 serves as an intracellular antioxidant enzyme, implicated in various cellular processes including tumor suppression, apoptosis, and chaperone function.^20^^,^^21^^,^^22^^,^^23^^,^^24^^,^^25^^,^^26^^,^^27^ Previous studies by Neumann et al. have demonstrated that Prdx1-knockout mice, while viable and fertile, develop severe hemolytic anemia and exhibit an increased incidence of malignant cancers.^27^ The tumor suppressive role of PRDX1 has been particularly evident in breast and lung cancer models using these knockout mice.^25^^,^^28^ Additionally, elevated nuclear ROS levels in primary tissues isolated from another Prdx1-knockout mouse model resulted in increased DNA damage and heightened cancer susceptibility.^26^ PRDX1’s pathological roles extend to cardiovascular diseases,^29^^,^^30^^,^^31^ neurodegenerative disorders,^32^ and inflammation.^33^^,^^34^ As key players in inflammatory processes, peroxiredoxins serve multiple functions: they act as cytoprotective enzymes against elevated ROS/RNS levels generated during inflammation, modulate redox signaling to regulate essential functions in inflammatory cells, and can serve as extracellular pathogen-associated molecular patterns (PAMPs) or damage-associated molecule.^35^^,^^36^ Recent findings indicate that PRDX1 is extracellularly released and binds to toll-like receptor 4 (TLR4), triggering the secretion of proinflammatory cytokines.^21^^,^^37^ Interestingly, the structural variants of PRDX1 influence its binding affinity with TLR4, with mutants exhibiting differing effects on interleukin-6 (IL-6) levels. The PRDX1 C52S mutant, which lacks peroxidase activity but is capable of forming decamer, elicited IL-6 levels comparable to those induced by wild type PRDX1. Conversely, the PRDX1 C83S mutant, which retains peroxidase activity but is unable to form a decamer, resulted in a smaller increase in IL-6 levels compared to wild type PRDX1.^38^^,^^39^

In the context of RANKL-induced osteoclast differentiation, TLR4 ligands have been reported to modulate osteoclastogenesis. For example, the treatment of osteoclast precursors with haptoglobin in the presence of M-CSF and RANKL prevents osteoclastogenesis via the haptoglobin-TLR4-interferon-β axis.^40^ Various TLR stimulations, such as peptidoglycan, dsRNA, LPS, and CpG DNA motifs, also suppress osteoclast differentiation.^41^ Among them, LPS, a known TLR4 ligand, modulates osteoclast differentiation depending on the timing of its addition during RANKL-induced osteoclastogenesis. LPS inhibits the differentiation of osteoclast precursors into osteoclast but increases osteoclast formation in RANKL-primed cells.^42^^,^^43^

These findings prompted us to investigate whether extracellular PRDX1 could regulate RANKL-mediated osteoclast differentiation. Our study unveiled the pivotal role of the PRDX1-TLR4 axis in inhibiting osteoclast precursor differentiation into osteoclasts. Transcriptome analysis revealed differential gene expression upon PRDX1 treatment, notably upregulating *Saa3* and *Acod1* expression, which are associated with reduced osteoclast differentiation or ATP levels, respectively. PRDX1 activated NF-κB p65 through both TLR4-MyD88 and TLR4-TRIF signaling pathways, enriching it on the promoters of *Saa3* and *Acod1*. Additionally, PRDX1 inhibited NFATc1 expression and p65 localization on the NFATc1 promoter, collectively demonstrating the modulation of p65 enrichment on specific gene promoters by the PRDX1-TLR4 axis, thereby blocking RANKL-induced osteoclast differentiation.

## Results

### Extracellular peroxiredoxin 1 suppresses receptor activator of nuclear factor kappa-B ligand-induced osteoclastogenesis through Toll-like receptor 4 signaling

To study the effect of extracellular PRDX1 in osteoclastogenesis, we performed the osteoclast differentiation assays using purified recombinant PRDX1 protein. Our findings showed that extracellular PRDX1 significantly suppressed osteoclast formation in a dose-dependent manner (Figures 1A and S1). When we tested the same concentration of heat-inactivated PRDX1, no inhibition of osteoclast formation was observed, reinforcing the specificity of PRDX1’s repressive effect on osteoclast formation. Notably, the finding that PRDX1 treatment did not influence cell proliferation suggests that PRDX1 selectively impedes the differentiation of OCP cells without interfering with their proliferation (Figure 1B).

**Figure 1:**
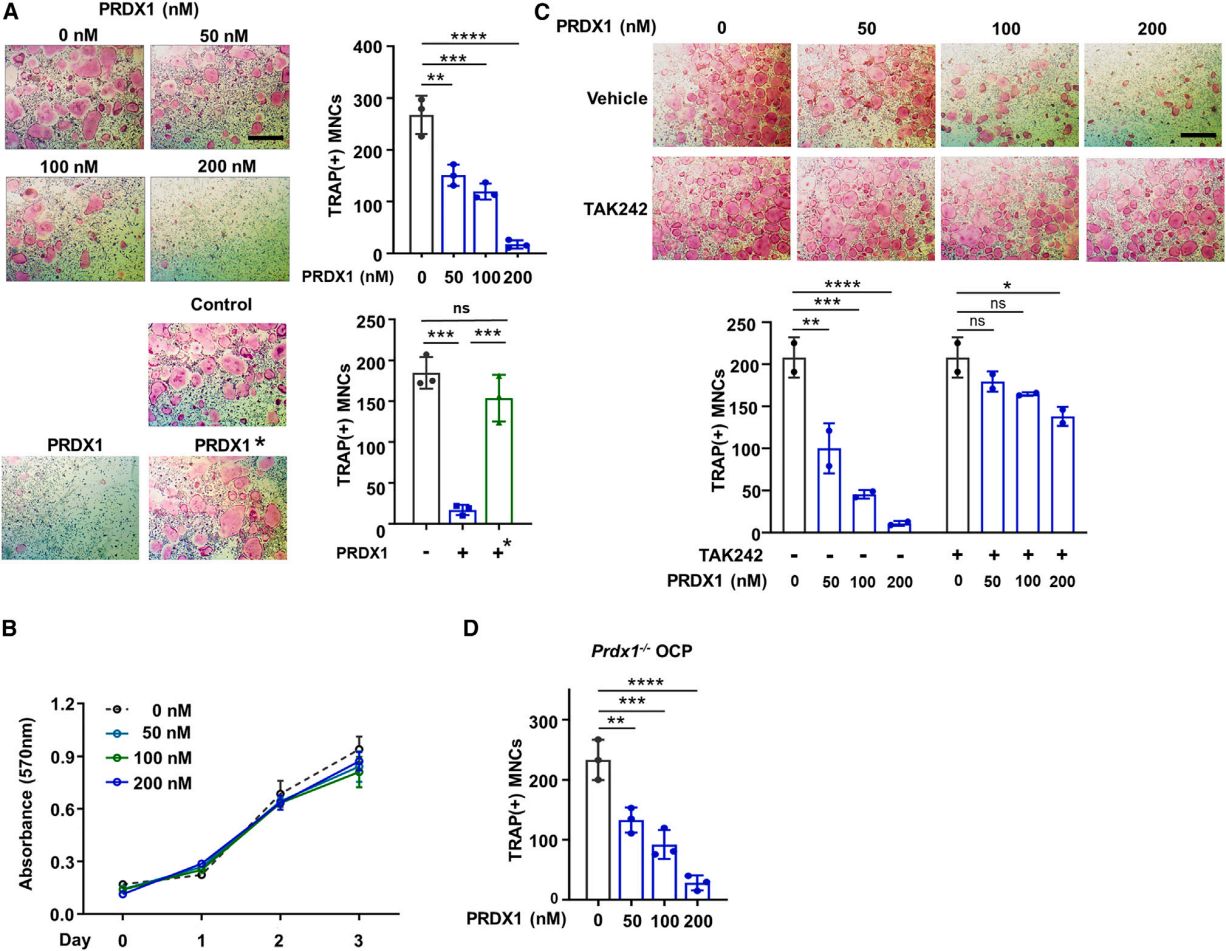
Effects of extracellular peroxiredoxin 1 (PRDX1) on osteoclast differentiation (A) Osteoclast precursor (OCP) cells were cultured in the presence of M-CSF (30 ng/mL), and RANKL (100 ng/mL) with various concentrations of recombinant PRDX1. Heat-inactivated PRDX1 (marked with an asterisk) was heated at 95°C for 30 min before treatment. Osteoclasts were stained with tartrate-resistant acid phosphates (TRAP) and TRAP-positive multinucleated cells were counted. Scale bar, 75μm. (B) OCP cells were cultured with various concentrations of PRDX1 in the presence of M-CSF (30 ng/mL). Cell proliferations were measured for a period of 3 days. (C) OCP cells were cultured with various concentrations of PRDX1 in the absence or presence of TAK242 (5 μM) during osteoclastogenesis. TRAP-positive multinucleated cells were counted. Scale bar, 75μm. (D) OCP cells derived from *Prdx1*^*−/−*^ mice were treated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the presence of PRDX1 as indicated. TRAP-positive multinucleated cells were counted. The data are presented as the mean ± SD values from three independent experiments; P-value was examined by one-way ANOVA with Tukey’s multiple comparisons test. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001.

Given that extracellular PRDX1 stimulates inflammatory responses via TLR4 binding,^21^^,^^38^ we next examined whether PRDX1-TLR4 signaling could interfere with RANKL-mediated osteoclast differentiation. To do this, we employed TAK242, a TLR4-specific inhibitor that blocks further TLR4 signaling. Co-treatment with PRDX1 and TAK242 eliminated PRDX1’s inhibitory effect (Figure 1C), indicating that Prdx1-TLR4 signaling plays a key role in hindering osteoclast differentiation. Our studies have demonstrated that intracellular Prdx1 suppresses RANKL-mediated osteoclast differentiation by scavenging reactive oxygen species (unpublished data). To assess whether PRDX1-TLR4 signaling depends on intracellular PRDX1 enzymatic activity, we used OCP cells from *Prdx1* knockout mice (Figure 1D). Despite the absence of intracellular PRDX1, osteoclast differentiation was still reduced following extracellular PRDX1 treatment. These findings suggested that extracellular PRDX1 clearly inhibits RANKL-induced osteoclast differentiation independently of intracellular PRDX1.

### Peroxiredoxin 1-Toll-like receptor 4 signaling alters diverse gene expression to inhibit osteoclast differentiation

Osteoclast differentiation involves several stages,^44^ of which we have divided into three distinct phases (Figure 2A): pre-osteoclasts (pOCs), mononucleated osteoclasts, and multinucleated osteoclasts. To determine the timing of PRDX1 treatment that affects osteoclast differentiation, we applied PRDX1 throughout the entire differentiation process (T1) and during three specific periods (T2, T3, and T4). Our results indicated that PRDX1 primarily influences the early stage (T2) of osteoclast differentiation (Figure 2A). To further investigate which genes are regulated by PRDX1-TLR4 signaling, we performed RNA sequencing using mRNA from samples treated with PRDX1 in the presence and absence of RANKL for two days. We analyzed four treatment groups: 1) no PRDX1 + no RANKL, 2) PRDX1 + no RANKL, 3) no PRDX1 + RANKL, and 4) PRDX1 + RANKL. 

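RNA from 8 cultures of osteoclast precursor cells, 2 in each of the 4 groups, was sequenced. All cultures received 30 ng/mL M-CSF, those with RANKL 100 ng/mL RANKL and those with PRDX1 200 nM recombinant PRDX1, for 2 days (48 h in the sample labels). The paper's cell culture methods name ICR mice as the source of the cells, whereas the labels name C57BL/6. Its section on mice names both C57BL/6J and ICR. The authors counted reads on RefSeq exons of mm10 with HOMER, without regard to strand, and gave the counts as FPKM for 25124 genes. Each FPKM multiplied by the transcript length was a whole multiple of one value per library, which gave back the reads counted on each gene. These summed to 26959539 and 38248610 reads in the 2 libraries with no PRDX1 + no RANKL, 28647654 and 32370537 with PRDX1 + no RANKL, 24542578 and 31267781 with no PRDX1 + RANKL, and 41712973 and 38010293 with PRDX1 + RANKL. Every pair of replicates differed by more than the sampling noise of the reads, with a chi-square per degree of freedom from 4.59 to 9.19, so the pairs were kept as separate libraries. Here log2(FPKM + 1) was compared with limma in one model of the 4 groups, which left 4 residual degrees of freedom, for the 11700 genes with a mean FPKM of at least 0.5. Fold changes are on this scale, which understates those of genes with low FPKM. Genes with an adjusted p-value under 0.05 and a fold change of at least 1.5 were counted as differentially expressed, the thresholds of the paper's methods. Across these genes the first principal component held 69.3% of the variance and the second 20.0%. In a single comparison of 2 cultures with 2, permutation of the cultures cannot reach a p-value under 0.05.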

Genome-wide transcriptome analysis identified a set of differentially expressed genes in pairwise comparisons across the four conditions. 

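Without RANKL, 445 genes were higher and 233 lower with PRDX1 than without it, by limma with Benjamini-Hochberg adjustment. In the presence of RANKL, PRDX1 raised 705 genes and lowered 488. RANKL alone raised 1383 genes and lowered 1165 relative to no PRDX1 + no RANKL, a balance that flipped to 1088 higher and 1322 lower under quantile normalization and to 1153 higher and 1302 lower with libraries scaled to the same upper quartile. PRDX1 + RANKL had 877 genes higher and 625 lower than no PRDX1 + no RANKL. This excess nearly vanished under quantile normalization, with 747 higher and 737 lower. It shrank to 836 higher and 672 lower with upper quartile scaling. Relative to PRDX1 + no RANKL, PRDX1 + RANKL had 529 genes higher and 466 lower. That balance flipped to 457 higher and 563 lower and to 466 higher and 542 lower under the same 2 scalings. RANKL alone had 1677 genes higher and 1255 lower than PRDX1 alone, a share of higher genes of 57.2% that became 45.6% (1231 higher and 1466 lower) under quantile normalization and 45.1% (1217 higher and 1484 lower) with upper quartile scaling. The effect of PRDX1 differed with and without RANKL, tested as an interaction, for 1036 genes. In all, 3841 genes were differentially expressed in at least 1 of the 6 pairwise comparisons. Among the alternatives set before the data were examined, a pseudocount of 0.1 in place of 1 moved this number most, to 4621.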

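Row-standardized log2(FPKM + 1) values of the 3841 differentially expressed genes were divided by k-means into 5 groups of genes, with 50 starts, and each group was matched to the cluster of Fig. 2B with the nearest pattern of group means, read by eye. Cluster 1 held 975 genes, highest with PRDX1 alone and lowest with RANKL alone. Cluster 2 held 891 genes that were high in both groups with RANKL, with a median log2 fold change by PRDX1 under RANKL of -0.23. Cluster 3 held 464 genes that were highest with neither treatment. Cluster 4 held 404 genes that were high in both groups with PRDX1, with a median log2 fold change by PRDX1 of 0.73 without RANKL and 0.73 with RANKL. Cluster 5 held 1107 genes that were highest with RANKL alone, with a median log2 fold change by RANKL of 0.57 and by PRDX1 under RANKL of -0.48. With 4 groups in place of 5, the group nearest cluster 5 grew to 1901 genes and that nearest cluster 4 to 461 genes.

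**Figure D1:**
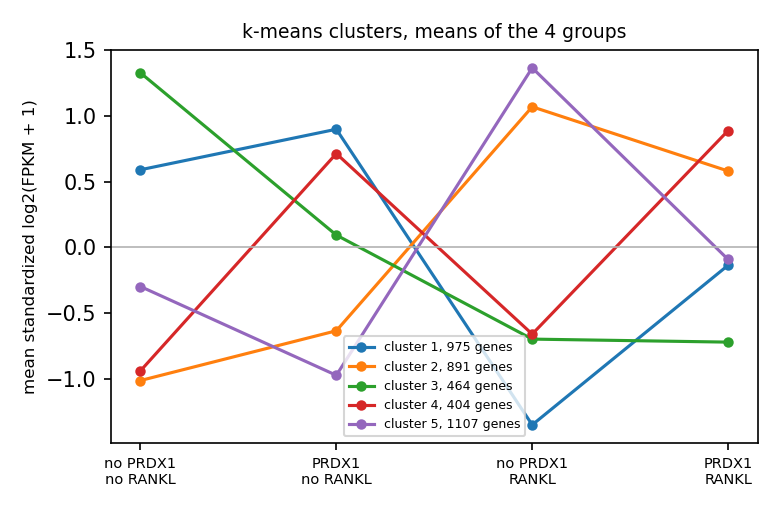
Mean standardized log2(FPKM + 1) of the genes of each k-means cluster in the 4 treatment groups. Each line is 1 cluster, and each point the mean over its genes and the 2 libraries of the group; cluster 4 is above 0 in both groups with PRDX1, and cluster 5 is highest with RANKL alone.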

K-means clustering revealed five gene clusters that were differentially influenced by PRDX1 and/or RANKL treatment (Table S1). We analyzed gene function in each cluster using gene ontology (GO) term analysis (Figure 2B). 

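Of the 1383 genes that RANKL raised in the absence of PRDX1, 403 (29.1%) were lowered by PRDX1 in the presence of RANKL and 40 were raised further. In the lowered genes, which were selected for their fall, PRDX1 removed a median of 76.0% of the log2 change by RANKL. Of the 1165 genes that RANKL lowered, 416 were raised by PRDX1 under RANKL and 5 were lowered further. Both comparisons use the libraries with RANKL alone, so their chance errors are shared. Across genes, which are not independent replicates, the 2 sets of log2 fold changes had a correlation of -0.67. In 100 simulations of unchanged groups the mean was -0.50, which shared libraries alone produce when no gene changes. It therefore does not measure how much of the -0.67 comes from shared errors. In both comparisons 864 genes passed the thresholds, against a mean of 0.05 in the simulations. Without and with RANKL, PRDX1 raised 280 genes in common and lowered 37 in common.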

Given our findings that PRDX1 acts as a ligand inducing gene expression and that it inhibits RANKL-induced osteoclast formation, we focused primarily on clusters 4 (upregulated by Prdx1 treatment) and 5 (RANKL-induced genes downregulated by PRDX1 treatment). Cluster 4 showed genes enriched in proinflammatory responses associated with the TLR4 signaling pathway, reinforcing our and others’ findings that PRDX1 signaling is closely linked to TLR4 signaling (Figures 2B and S2A). On the other hand, cluster 5 featured genes related to TCA cycle components, suggesting that PRDX1 signaling may regulate these components to inhibit RANKL-mediated osteoclast differentiation (Figures 2B and S2B). 

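Lists of genes written by hand and Reactome sets were compared by camera with a preset correlation of 0.01, adjusted over 40 tests. Tests of the interaction were adjusted separately from these. The list of genes that respond to TLR4 had a median log2 fold change by PRDX1 of 1.10 without RANKL (camera, Benjamini-Hochberg adjusted p = 2.17e-25) and 1.16 with RANKL (adjusted p = 1.63e-15), over 31 genes. Of these, 24 were higher and 0 lower without RANKL, and 24 passed when adjusted over the list alone; with RANKL 22 were higher and 22 passed when adjusted over the list alone. In this list 27 genes are also in the paper's Table S2, so it is not independent evidence. Cluster 4 held 17 of the 31 genes tested from this list, against 3.45% of all genes tested (Fisher's exact test, two-sided, adjusted p = 1.92e-16). The interferon-stimulated genes had a median of 0.66 without RANKL (camera, adjusted p = 1.63e-23) and 0.89 with RANKL (adjusted p = 1.27e-22), with 19 and 28 of 34 genes higher; 19 and 28 passed when adjusted over the list alone. Of the interferon-stimulated genes, 21 are in Table S2. Cluster 4 held 25 of the 34 genes tested from this list (Fisher's exact test, adjusted p = 2.70e-28). Of the 40 tests, 36 passed an adjusted p-value of 0.05; under fry 39 passed, and with the correlation between genes estimated from the residuals 19 passed. Under the estimated correlation the list of genes that respond to TLR4 passed in both comparisons, and the interferon-stimulated genes in neither, at 0.0687 without RANKL and 0.0711 with RANKL. The paper states that the proinflammatory genes of cluster 4 add to earlier findings that link PRDX1 signaling with TLR4.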

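Of the genes of the TCA cycle, 20 of 21 fell in cluster 5, which held 9.46% of all genes tested (Fisher's exact test, two-sided, adjusted p = 9.02e-19). Their median log2 fold change was 0.75 by RANKL alone and -0.65 by PRDX1 in the presence of RANKL (camera, adjusted p = 5.16e-12). In the latter comparison 11 genes were lower, as many when adjusted over the list alone, and all 21 had a negative log2 fold change. Without RANKL the median change by PRDX1 was -0.14, also a fall, with 18 genes below 0 (camera, adjusted p = 0.00242; fry, adjusted p = 1.10e-04; with the estimated correlation, adjusted p = 0.0537), and the interaction had a median of -0.51 (camera, adjusted p = 7.27e-12). The genes of the respiratory chain, 72 of them tested, had a median log2 fold change of 0.50 by RANKL alone and -0.49 by PRDX1 under RANKL (camera, adjusted p = 1.63e-23), with 18 lower and 0 higher, and 18 when adjusted over the list alone. Lists of other genes matched to these in transcript length and mean FPKM had a median of -0.25. Cluster 5 held 39 genes of the respiratory chain (Fisher's exact test, adjusted p = 2.46e-20). Both lists were also lower by PRDX1 under RANKL with the estimated correlation, at adjusted p-values of 0.00755 and 0.00574. From the TCA cycle genes in cluster 5, the paper proposes that PRDX1 signaling may regulate these components to inhibit osteoclast differentiation.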

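A list of 28 genes of cell surface TLR signaling, the receptors with their adaptors and kinases, had a median log2 fold change by PRDX1 without RANKL of -0.04 over the 27 genes tested (camera, adjusted p = 0.352). Of these, 13 were above 0, 2 were higher and 1 was lower past the thresholds, and 3 passed when adjusted over the list alone. Without replicate 2 of no PRDX1 + no RANKL the median changed sign, to 0.02, without replicate 1 or 2 of PRDX1 + no RANKL it was -0.02 or -0.01, and it was 0.01 under quantile normalization and 0.00169 under upper quartile scaling. The median of all genes tested was -0.0393, and camera's direction for the list was up relative to the other genes. The Reactome set of the TLR4 cascade had a median of -0.03 over 87 genes (camera, adjusted p = 0.539; fry, adjusted p = 0.0151), which reached -0.00243 without replicate 2 of no PRDX1 + no RANKL. The gene set behind the paper's enrichment analysis was not used here. Among the products of TLR4 signaling, Cfb, which the authors list as NM_008198, lies on chromosome 17 of mm10 from 34856374 to 34862514 on the minus strand and overlaps the microRNA gene Mir6972. It had 1.45 ± 0.0453 FPKM (SD, n = 2) with no PRDX1 + no RANKL and 46.4 ± 0.358 FPKM (SD, n = 2) with PRDX1 alone, a log2 fold change of 4.27 (standard error 0.08, adjusted p = 1.30e-09, limma with Benjamini-Hochberg adjustment). Ccl5, NM_013653, lies on chromosome 11 of mm10 from 83525779 to 83530518 on the minus strand and rose from 1.88 ± 0.112 to 39.1 ± 0.269 FPKM (SD, n = 2), a log2 fold change of 3.80 (standard error 0.07, adjusted p = 1.30e-09, limma with Benjamini-Hochberg adjustment).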

To further validate our findings, we conducted gene set enrichment analysis (GSEA), which showed a positive correlation with the cell surface TLR signaling pathway when comparing 1) no PRDX1 + no RANKL and 2) PRDX1 + no RANKL conditions (Figure 2C). Notably, we identified increased expression of *Cfb* and *Ccl5*, both marker genes of TLR4 signaling^45^^,^^46^ (Figure 2C), indicating a strong link to the TLR4 pathway. In contrast, comparing 3) no PRDX1 + RANKL and 4) PRDX1 + RANKL conditions showed a negative correlation with osteoclast differentiation (Figure 2D). 

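The 21 osteoclast marker genes tested had a median log2 fold change by PRDX1 in the presence of RANKL of -2.22 (camera, adjusted p = 3.36e-14), with 16 lower and 0 higher, and 16 when adjusted over the list alone. RANKL alone had raised the list by a median of 3.46. Cluster 5 held 10 of the 21 genes and cluster 2 held 8. The list was also lower under fry (adjusted p = 1.65e-06) and with the estimated correlation (adjusted p = 0.0180). Ctsk, NM_007802, which encodes cathepsin K, lies on chromosome 3 of mm10 from 95499210 to 95509387 on the plus strand. It had 168 ± 1.26 FPKM (SD, n = 2) with RANKL and 8.29 ± 0.238 FPKM (SD, n = 2) with PRDX1 + RANKL, a log2 fold change of -4.19 (standard error 0.10, adjusted p = 4.08e-09, limma with Benjamini-Hochberg adjustment). Without RANKL, 2 and 8 reads were counted on Ctsk with no PRDX1 and 4 and 18 with PRDX1, and no change was detectable at this depth. Dcstamp, NM_001289508, on chromosome 15 of mm10 from 39745930 to 39760938 on the plus strand, fell from 44.3 ± 4.12 to 7.93 ± 0.0495 FPKM (SD, n = 2), a log2 fold change of -2.34 (adjusted p = 9.07e-08). In the absence of RANKL, PRDX1 changed Dcstamp by 0.91 (adjusted p = 1.20e-04), from 1.63 ± 0.123 FPKM (SD, n = 2). Nfatc1, NM_016791, on chromosome 18 of mm10 from 80647435 to 80708173 on the minus strand, fell from 52.9 ± 3.58 to 15.7 ± 0.0304 FPKM (SD, n = 2), a log2 fold change of -1.69 (adjusted p = 1.30e-07). With each library left out in turn, the log2 fold change under RANKL stayed between -4.21 and -4.16 for Ctsk, between -2.43 and -2.25 for Dcstamp and between -1.76 and -1.62 for Nfatc1.

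**Figure D2:**
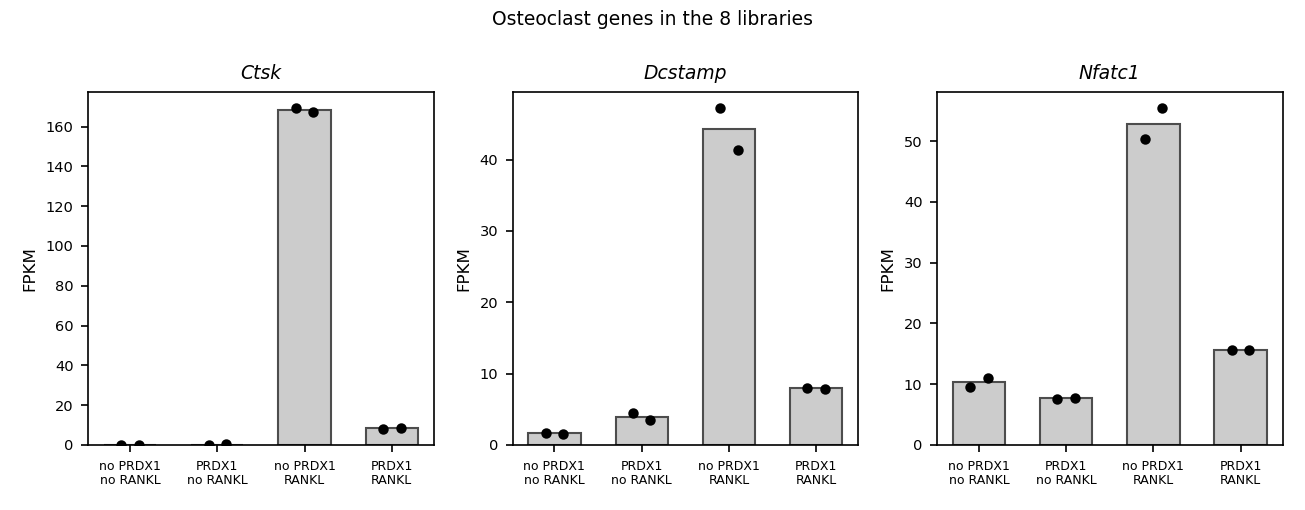
FPKM of Ctsk, Dcstamp and Nfatc1 in the 4 treatment groups, on a linear axis for each gene. Bars are means and points the 2 libraries of each group; both libraries with PRDX1 + RANKL lie below both with RANKL alone for each gene.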

We also observed a decrease in both mRNA and protein levels of the *Ctsk*, *Dcstamp,* and *Nfatc1* genes following PRDX1 treatment (Figure 2D; Figure S2C).

**Figure 2:**
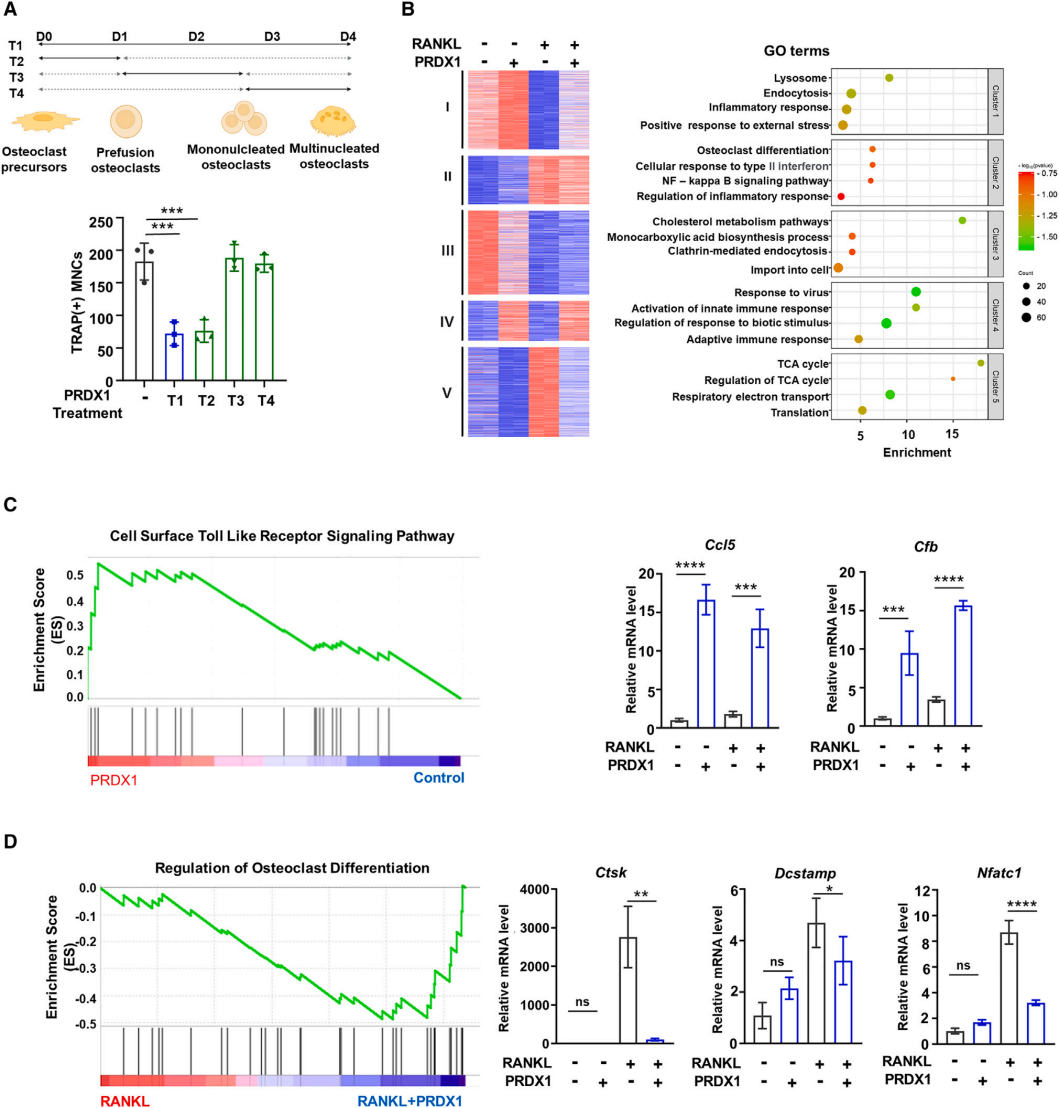
Gene profiling analysis of PRDX1 during osteoclastogenesis (A) The period for osteoclast differentiation was divided into four distinct time periods (T1 to T4). PRDX1 (200 nM) was treated during each period, and TRAP-positive multinucleated cells were counted. (B) Heatmap shows mRNA expression profiles of PRDX1 during osteoclastogenesis. K-means (K = 5) clustering of 4,328 differentially expressed genes (DEGs) in any pairwise comparison among four conditions (left panel). The clusters are indicated on the left. The right panel shows a heatmap showing the P-value significance and gene numbers of gene ontology (GO) analysis for genes in each cluster. (C) GSEA plot shows the increased gene expression of cell surface toll-like receptor signaling pathway in PRDX1 (PRDX1 + no RANKL condition) compared to control (no PRDX1 + no RANKL). *Cfb* and *Ccl5* expression levels were measured by RT-qPCR using specific primers. (D) GSEA plot shows the decreased gene expression of the regulation of osteoclast differentiation in PRDX1 + RANKL treatment compared to RANKL treatment. mRNA expression levels of *Ctsk*, *Dcstamp*, and *Nfatc1* were measured by RT-qPCR. The data are presented as the mean ± SD values from three independent experiments; P-value was examined by one-way ANOVA with Tukey’s multiple comparisons test. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001.

### Peroxiredoxin 1-Toll-like receptor 4 positively regulates serum amyloid A3 and aconitate decarboxylase 1 to inhibit osteoclast differentiation

Next, we questioned which target genes of the PRDX1-TLR4 signaling pathways regulate RANKL signaling pathways. 

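Saa3, which the authors list as NM_011315, lies on chromosome 7 of mm10 from 46711998 to 46715676 on the minus strand and encodes a serum amyloid A protein, a family of similar genes among which reads can be shared; the family member Saa1 was listed at 0 FPKM in all 8 libraries. It had 3.16 ± 1.18 FPKM (SD, n = 2) with no PRDX1 + no RANKL and 65.3 ± 6.40 FPKM (SD, n = 2) with PRDX1 + no RANKL, from 62 and 51 and from 1001 and 1295 reads. The log2 fold change was 4.02 (standard error 0.17, adjusted p = 2.18e-07, limma with Benjamini-Hochberg adjustment), and between 3.73 and 4.32 with each library left out in turn. On this scale Saa3 ranked 3 among the 445 genes raised by PRDX1 without RANKL, ordered by fold change. Acod1, NM_008392, on chromosome 14 of mm10 from 103047012 to 103056573 on the plus strand, had 1.38 ± 0.211 FPKM (SD, n = 2) without PRDX1 and 9.94 ± 0.637 FPKM (SD, n = 2) with it. This was a log2 fold change of 2.20 (standard error 0.09, adjusted p = 2.11e-07), between 2.11 and 2.29 with each library left out, and rank 17. With a pseudocount of 0.1 the log2 fold changes were 4.37 for Saa3 and 2.77 for Acod1. Both genes fell in cluster 4. On the scale of log2(FPKM + 1) the increases of Slfn4 (4.57), a member of a family of similar genes, and Cfb were larger than that of Saa3. The ranks of Saa3 and Acod1 were 4 and 23 with the smaller pseudocount, 7 and 32 with voom on the recovered reads, which was chosen after seeing the data, and 7 and 30 among the higher genes of the paper's Table S2. Of the 829 genes in the paper's Table S2, 787 were tested here, all with the direction of the paper's value, and 624 passed the thresholds; 54 genes passed here that Table S2 does not list.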

Based on cluster 4 and a volcano plot (upregulated genes in 1) no PRDX1 + no RANKL versus 2) PRDX1 + no RANKL), we identified *Saa3* and *Acod1* as potential target genes (Figure 3A; Table S2). To investigate whether PRDX1 influences the mRNA expression of *Saa3* and *Acod1*, we performed RT-qPCR, confirming that PRDX1 induces the expression of *Saa3* and *Acod1* at the early stage of osteoclast differentiation (Figure 3B). The SAA family, particularly SAA1, has been shown to inhibit osteoclast differentiation as extracellular ligands,^47^^,^^48^ raising the question of whether SAA3, another member of the SAA family, inhibits osteoclast differentiation. we then examined the effect of SAA3 on osteoclast formation. As expected, the treatment of recombinant SAA3 effectively inhibits osteoclast formation (Figure 3C). Additionally, ACOD1, which is upregulated by inflammatory stimuli, produces itaconate from *cis*-aconitate, an intermediate of the TCA cycle, in macrophages.^49^ The increased itaconate inhibits succinate dehydrogenase which is an essential component for the TCA cycle and cellular respiration via the electron transport chain.^50^ Furthermore, ACOD1 plays a significant role in reducing ATP production in response to LPS.^51^ Given recent studies demonstrating the negative regulation of osteoclastogenesis by ACOD1 and itaconate^52^^,^^53^^,^^54^ and our findings showing reduced expression of genes related to the TCA cycle and respiratory electron transport (Figure 2B), we investigated whether PRDX1 influences ATP production, a critical factor for osteoclast fusion and differentiation. To do this, we measured ATP concentrations following PRDX1 treatment. The result showed that PRDX1 treatment significantly decreased ATP levels (Figure 3D). This suggests a potential link between PRDX1-induced expression of *Acod1* and reduced intracellular ATP levels, leading to the inhibition of RANKL-induced osteoclast differentiation.

**Figure 3:**
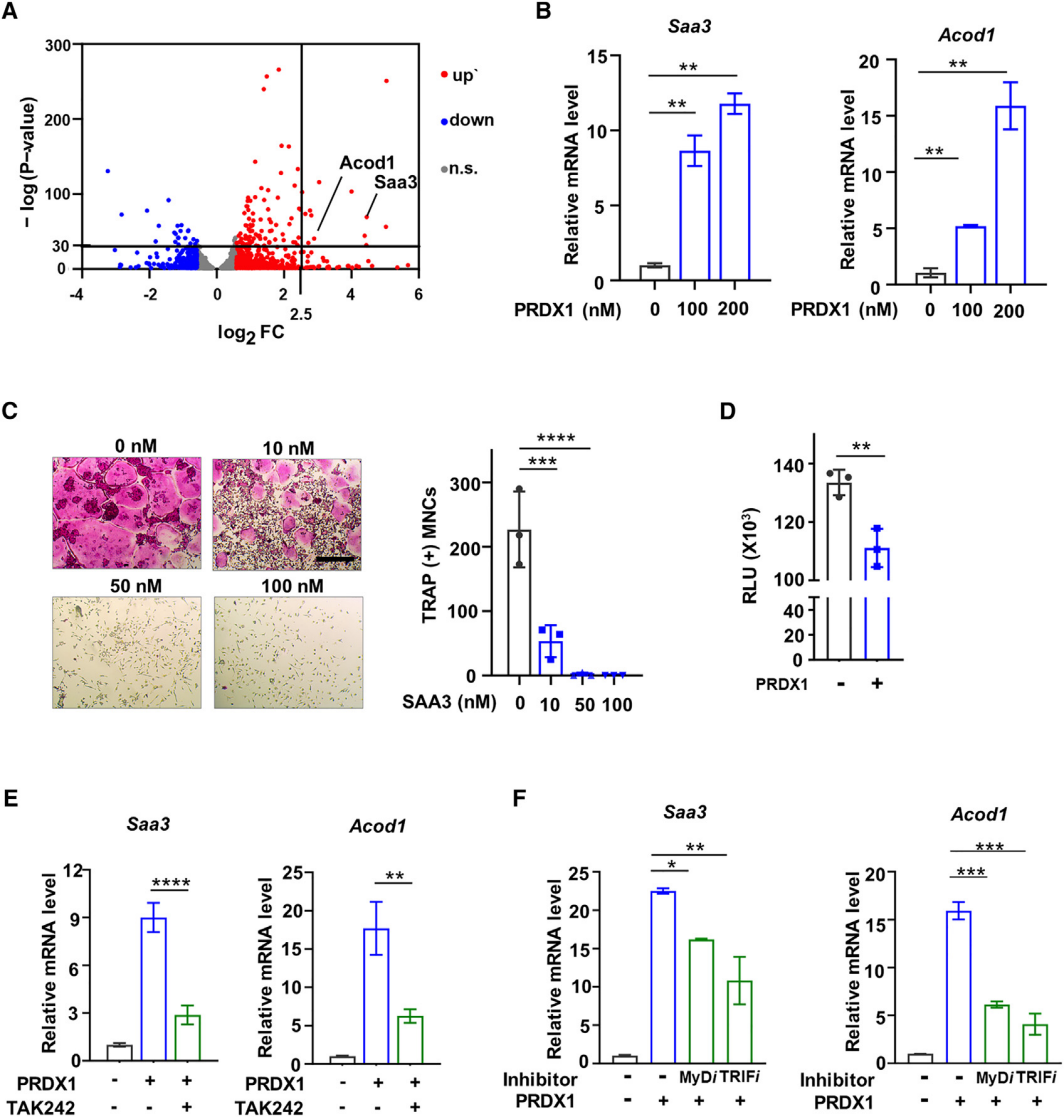
PRDX1 induces expressions of *Saa3* and *Acod1* via TLR4 to inhibit osteoclast differentiation (A) Volcano plot of transcriptomic changes in PRDX1 (PRDX1 + no RANKL condition) compared to control (no PRDX1 + no RANKL). Colored dots correspond to genes with significant (FDR <0.05) and greater than 1.5-fold expression changes. Baselines indicate genes with substantial (-log FDR >30) and greater than 2.5-fold expression changes. (B) OCP cells were treated with M-CSF (30 ng/mL) in the presence or absence of PRDX1 for 1 day. *Saa3* and *Acod1* mRNA expressions were measured by RT-qPCR. (C) OCP cells were incubated for 4 days with SAA3 at various concentrations in the presence of M-CSF (30 ng/mL) and RANKL (100 ng/mL). TRAP staining was performed for the counting of multinucleated cells. Scale bar, 75μm. (D) OCP cells were incubated for 2 days with PRDX1 (200 nM) in the presence of RANKL (100 ng/mL). Cellular ATP levels were measured. (E) *Saa3* and *Acod1* expression with TAK242 (5 μM) in the presence of PRDX1 (200 nM) for 1 day was measured by RT-qPCR. (F) *Saa3* and *Acod1* expression with MyD or TRIF inhibitor (each 5 μM) in the presence of PRDX1 (200 nM) for 1 day was measured by RT-qPCR. The results were reported as Mean ± SD from three independent experiments. *p* value is determined by a two-tailed *t*-test in (D) and one-way ANOVA with Tukey’s multiple comparisons test in (B, C, E, and, F). ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001.

To assess whether binding PRDX1 to TLR4 directly influences *Saa3* and *Acod1* gene expression, we used a TAK242 inhibitor. Treatment with TAK242 significantly reduced the expression of *Saa3* or *Acod1* induced by PRDX1 (Figure 3E). This suggests that PRDX1’s binding to TLR4 triggers the expression of *Saa3* and *Acod1*. TLR4 signaling encompasses two pathways: the MyD88-dependent and TRIF-dependent pathways.^55^ Utilizing inhibitors for each, we found that PRDX1-TLR4 signaling employs both pathways for the expression of these genes (Figure 3F).

### PRDX1 modulates the transcription factor p65 signaling pathway to stimulate the expression of *Saa3* and *Acod1*

Since PRDX1-TLR4 positively influences *Saa3* and *Acod1* gene expression through both MyD88-and TRIF-dependent pathways, we aimed to identify transcription factors that are downstream in both pathways. 

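A list of NF-κB target genes had a median log2 fold change by PRDX1 of 0.67 without RANKL (camera, adjusted p = 1.23e-17), with 17 of 33 genes higher and 0 lower, and 17 when adjusted over the list alone. With RANKL the median was 0.45 (camera, adjusted p = 1.29e-05), with 16 higher and 2 lower, and 18 when adjusted over the list alone. Both tests also passed under fry and with the estimated correlation. In this list 22 genes are in the paper's Table S2, and 19 of its 40 genes are also in the list of genes that respond to TLR4, so the results of the 2 lists are not independent. Cluster 4 held 11 of the 33 genes (Fisher's exact test, two-sided, adjusted p = 5.06e-08), and cluster 2 held 14 (adjusted p = 2.77e-07). The mRNA of Rela, NM_009045, on chromosome 19 of mm10 from 5637541 to 5648134 on the plus strand, had a log2 fold change by PRDX1 without RANKL of 0.07 (standard error 0.07, adjusted p = 0.479, limma with Benjamini-Hochberg adjustment), and that of Nfkb1, NM_008689, on chromosome 3 of mm10 from 135584655 to 135691547 on the minus strand, one of -0.10 (standard error 0.06, adjusted p = 0.245). The transcription factor sets that the paper's ranking used were not used here.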

By analyzing the genes in cluster 4 using the TRRUST2 program, we found that NF-κB transcription factors, specifically RELA (p65)-NF-κB1 (p50), were highly ranked (Figure 4A). To confirm whether p65-p50 is the main transcription factor in the PRDX1-TLR4 signaling, we used a p65-specific inhibitor, JSH23, during PRDX1 treatment. This inhibitor blocked the expression of *Saa3* and *Acod1* (Figure 4B), indicating that p65 is the key transcription factor for the PRDX1 regulation of *Saa3* and *Acod1* expression.

**Figure 4:**
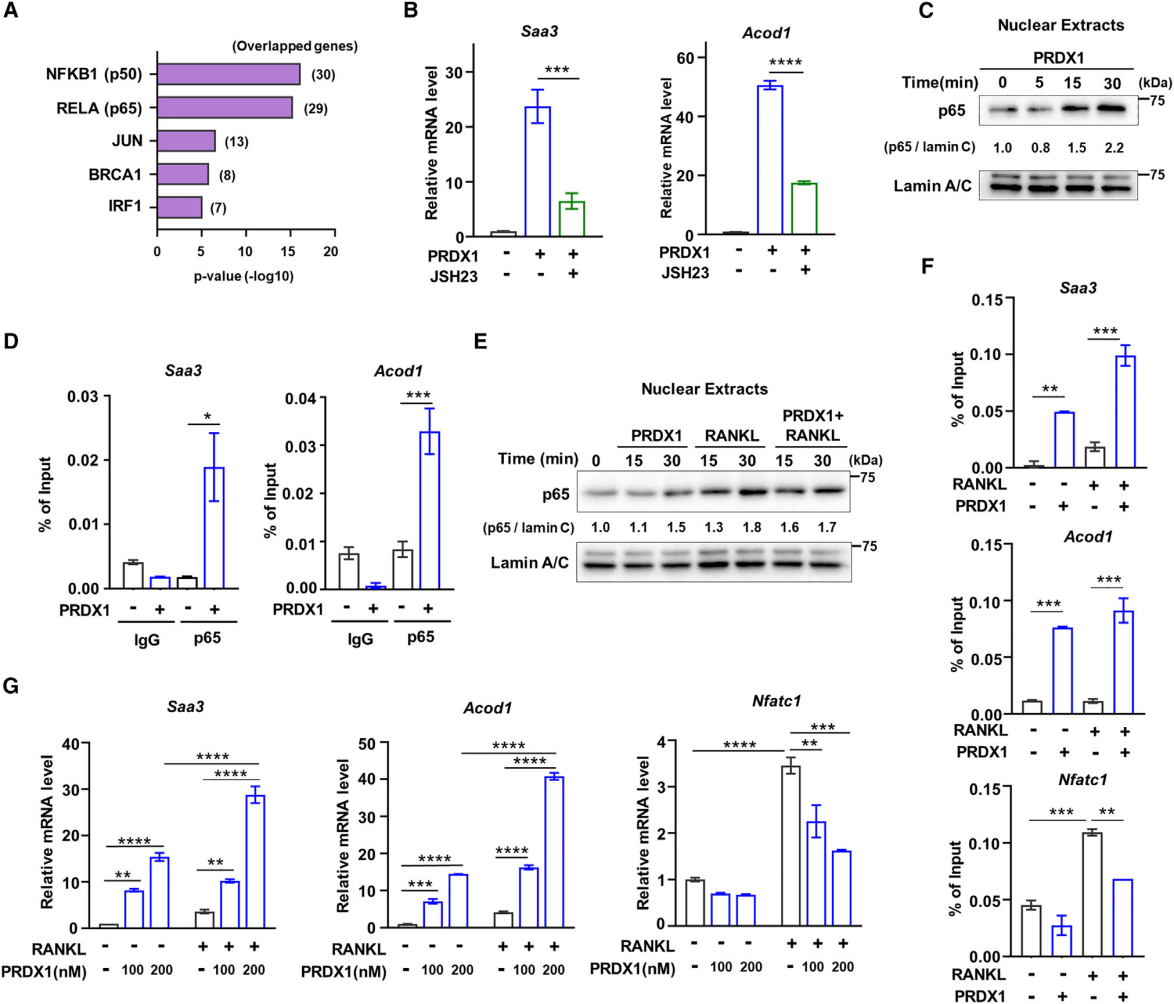
p65 is the transcription factor for PRDX1-TLR4 signaling (A) The most significantly enriched transcription factors regulating PRDX1 target genes belonging to cluster 4 (Figure 2B) using TRRUST v2. (B) *Saa3* and *Acod1* expression levels were measured from OCP cells treated with JSH23 (20 μM) in the presence of PRDX1 (200 nM). (C) OCP cells were treated with PRDX1 (200 nM) at the indicated times. Nuclear translocation of p65 was analyzed by immunoblotting with p65 antibody. The immunoblot band was quantified using ImageJ software and normalized to lamin C band intensity. (D) ChIP assay of p65 occupancy at the *Saa3* and *Acod1* promoters after 30 min of PRDX1 (200 nM) treatment. (E) OCP cells were treated with a combination of PRDX1 (200 nM) and RANKL (100 ng/mL) as indicated. Nuclear extracts were analyzed by immunoblotting for p65. The immunoblot band intensity was quantified using ImageJ software and normalized to lamin C band intensity. (F) ChIP assay of p65 occupancy at the *Saa3*, *Acod1*, and *Nfatc1* promoters with a combination of PRDX1 (200 nM) and RANKL (100 ng/mL) for 30 min. (G) mRNA expression levels of *Saa3*, *Acod1*, and *Nfatc1* treated with PRDX1 (100 and 200 nM) and/or RANKL (100 ng/mL) for 1 day. The data were presented as Mean ± SD from three independent experiments. *p* value is determined by a two-tailed *t*-test in (D) and one-way ANOVA with Tukey’s multiple comparisons test in (B, C, E, and, F). ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001.

We further investigated whether p65 translocates into the nucleus upon PRDX1 treatment. Although the overall protein level of p65 remained stable in the whole-cell extract (Figure S3A), its nuclear levels gradually increased over time (Figure 4C; Figure S3B). These findings suggest that PRDX1 signaling prompts p65 translocation into the nucleus. Moreover, ChIP-qPCR confirmed that PRDX1 guides p65 to bind to the promoters of *Saa3* and *Acod1* (Figure 4D), regulating their expression.

Since both PRDX1 and RANKL utilize p65 as a transcription factor, but with opposite effects on osteoclast differentiation, we questioned how PRDX1 inhibits directly the RANKL-mediated p65 signaling pathway. A comparison of p65 expression levels under three conditions—PRDX1 alone, RANKL alone, and simultaneous PRDX1 and RANKL treatment—revealed no significant change in overall p65 expression across all conditions (Figure S3C). Notably, RANKL induced p65 nuclear translocation slightly faster than PRDX1 (Figure 4E). ChIP results showed that PRDX1 directed p65 to bind to the promoters of *Saa3* and *Acod1*, whereas RANKL directed p65 to the *Nfatc1* promoter. Intriguingly, simultaneous transmission of PRDX1 and RANKL signals resulted in predominant p65 binding to the *Saa3* and *Acod1* promoters rather than the *Nfatc1* promoter (Figure 4F). Furthermore, RT-qPCR following PRDX1 and/or RANKL treatment further confirmed these gene expression patterns. *Saa3* and *Acod1* expression increased after PRDX1 treatment and was more pronounced upon co-treatment with PRDX1 and RANKL, while *Nfatc1* expression decreased after co-treatment (Figure 4G). Based on these results, we propose a hijacking model wherein PRDX1 redirects p65 binding from the *Nfatc1* promoter, crucial for osteoclast differentiation, to the promoters of *Saa3* and *Acod1*, thereby inhibiting osteoclastogenesis.

### Peroxiredoxin 1 conformation modulates its interaction with Toll-like receptor 4 and influences osteoclast formation

Recent studies have demonstrated that the decameric form of PRDX1, but not the dimer form, is important for the TLR4 signaling pathway.^38^^,^^39^^,^^56^ To further evaluate the impact of PRDX1 structure on osteoclast formation, we generated several mutants including decamer, dimer, and monomer (Figures S1 and S4A). As expected, the dimer form of PRDX1 (C83S mutant) had less effect on osteoclast differentiation, compared to decameric PRDX1 (wild-type) (Figure S4B). Additionally, our protein-protein docking simulation predicted that the decameric form of PRDX1 has a stronger binding affinity with TLR4 than the dimeric form (Figure S4C). Next, we introduced mutations in four cysteine residues (C52, C71, C83, C173) to serine residues (4CS) and confirmed their predominant existence in a monomeric state (Figure S4A). Surprisingly, the PRDX1 4CS mutant exhibited the stronger inhibition of RANKL-mediated osteoclast differentiation than PRDX1 WT, consistent with its stronger binding affinity with TLR4 compared to the WT form (Figures 5A–5D). Remarkably, the nuclear translocation of p65 was increased in the 4CS PRDX1 mutant compared to WT (Figure 5E; Figure S4D), leading to increased localization at the *Saa3* and *Acod1* promoters (Figure 5F), thereby enhancing the expression of *Saa3* and *Acod1* genes (Figure 5G). Consequently, the PRDX1 4CS mutant exhibited increased the production of itaconate and decreased levels of ATP (Figures 5H and 5I).

**Figure 5:**
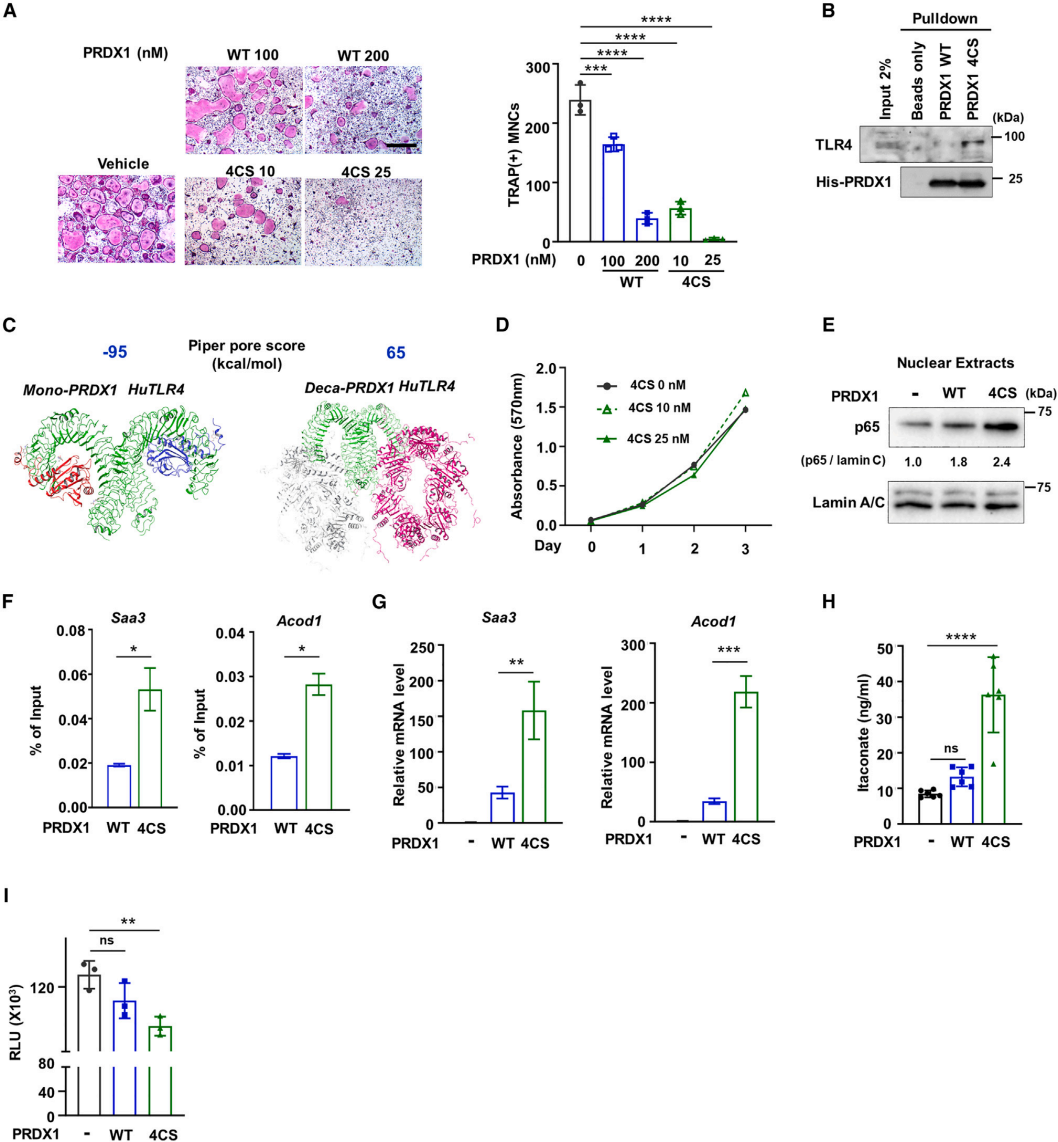
Structural impact of PRDX1 on TLR4 signaling and osteoclast differentiation (A) OCP cells were cultured with varying concentrations of PRDX1 WT (100 and 200 nM) or PRDX1 4CS (10 and 25 nM) in the presence of M-CSF (30 ng/mL) and RANKL (100 ng/mL), followed by TRAP staining. Scale bar, 75μm. (B) Pulldown assay of PRDX1 WT or 4CS with TLR4. His-tagged PRDX1 was used for binding to TLR4. (C) Docking model between human TLR4 (HuTLR4) and PRDX1 mutants. The PIPER Pose Score of the top-scoring entry obtained for the PRDX1-huTLR4 docked complex was determined using the BioLuminate module, utilizing the PIPER program for protein–protein docking. (D) Effect of PRDX1 4CS on cell proliferation. OCP cells were cultured for 3 days with the indicated concentrations of PRDX1 4CS. (E) OCP cells were treated with PRDX1 WT (100 nM) or 4CS mutant (25 nM) in the presence of RANKL (100 ng/mL) for 30 min. Nuclear extracts were analyzed by immunoblotting with p65 antibody. The immunoblot band was quantified using ImageJ software and normalized to lamin C band intensity. (F) ChIP assay of p65 occupancy at the *Saa3*, *Acod1*, and *Nfatc1* promoters treated with PRDX1 WT (100 nM) or 4CS mutant (25 nM) and/or RANKL (100 ng/mL) for 30 min. (G) *Saa3* and *Acod1* mRNA expression levels treated with PRDX1 WT (100 nM) and 4CS mutant (25 nM) for 1 day. (H) OCP cells were incubated with PRDX1 WT (100 nM) or 4CS (25 nM) for 24 h, and cellular itaconate levels were quantified using GC-MS/MS. (I) OCP cells were cultured for 2 days with PRDX1 WT (100 nM), 4CS mutant (25 nM), and/or RANKL (100 ng/ml). Cellular ATP levels were measured. The results shown are mean ± SD values from three independent experiments; P-value is determined by a two-tailed *t*-test in (F) and one-way ANOVA with Tukey’s multiple comparisons test (A, G, H, and I). ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001.

## Discussion

Recent studies have brought attention to PRDX1 as a ligand for TLR4, but its impact on osteoclast differentiation remains unclear. We reveal that extracellular PRDX1 inhibits early-stage osteoclastogenesis. While previous studies have shown that TLR4 signaling can impede osteoclast formation during this stage,^40^^,^^57^^,^^58^^,^^59^ the precise molecular mechanisms have not been fully elucidated.

Transcriptome analysis revealed significant alterations in gene expression profiles upon PRDX1 treatment, particularly in genes associated with proinflammatory responses and the TCA cycle. Importantly, we identified SAA3 and ACOD1 as potential target genes of the PRDX1-TLR4 signaling pathway. Our study suggests that PRDX1 positively regulates the expression of *Saa3* and *Acod1*, both of which play crucial roles in inhibiting osteoclast differentiation. These findings provide mechanistic insights into how the PRDX1-TLR4 signaling pathway modulates osteoclastogenesis through the regulation of key target genes. Interestingly, recent work by Kwon et al. demonstrated that haptoglobin-mediated TLR4 activation induces IFN-β expression via IRF7. The enhanced IFN-β suppresses osteoclastogenesis by reducing c-Fos expression.^60^ However, in our transcriptome analysis, PRDX1 did not affect *Ifn-β* and *c-Fos* mRNA expression (data not shown). Additionally, we observed the involvement of p65 in *Saa3* and *Acod1* expression. These results underscore the notion that distinct ligands can trigger different signaling mechanisms and outcomes, even when acting via the same TLR4.

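Ifnb1, NM_010510, lies on chromosome 4 of mm10 from 88522025 to 88522794 on the minus strand. At most 2 reads were counted on it in any of the 8 libraries, at or under the limit of 3 reads that a count of 0 allows, so a change was not detectable at this depth. Fos, NM_010234, on chromosome 12 of mm10 from 85473890 to 85477274 on the plus strand, had 13.8 ± 0.0283 FPKM (SD, n = 2) with no PRDX1 + no RANKL and 41.6 ± 4.00 FPKM (SD, n = 2) with PRDX1 alone, a log2 fold change of 1.52 (standard error 0.07, adjusted p = 4.26e-07, limma with Benjamini-Hochberg adjustment). In the presence of RANKL, Fos had 122 ± 6.88 FPKM (SD, n = 2) without PRDX1 and 134 ± 7.68 FPKM (SD, n = 2) with it, a log2 fold change of 0.13 (standard error 0.07, adjusted p = 0.182), which did not pass the thresholds. The effects of PRDX1 on Fos without and with RANKL differed, with an interaction of -1.40 (adjusted p = 1.12e-05). With each library left out in turn, the log2 fold change stayed between 1.43 and 1.62 without RANKL and between 0.07 and 0.19 with RANKL.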

In addition to its role in regulating key genes, PRDX1-TLR4 signaling may directly inhibit the RANKL-RANK signaling pathway. The RANKL-RANKL cascade consists of three key steps: (1) binding of RANKL to its receptor RANK, (2) activation of downstream cytosolic pathways such as PI3K-AKT and MAPK, and (3) transcriptional regulation by factors such as p65, c-Fos, and NFATc1 in the nucleus. Our results showed a modest increase in *Rank* mRNA levels following RANKL treatment in the early stage of differentiation (Figure S5); however, PRDX1 did not significantly affect *Rank* mRNA expression, suggesting that PRDX1 does not influence the initial step of the RANKL-RANK pathway. Both the RANKL-RANK and PRDX1-TLR4 pathways converge on the PI3K-AKT and MAPK signaling cascades, complicating efforts to isolate PRDX1’s specific effects on RANKL-induced signaling. Lastly, we explored the influence of PRDX1 on the transcriptional factors involved in RANKL signaling. Interestingly, our study demonstrates that PRDX1-TLR4 signaling downregulates both mRNA and protein levels of *Nfatc1*, a master regulator of osteoclast differentiation controlled by NF-κB and c-Fos (Figure 2D; Figure S2). ChIP analysis further revealed that PRDX1 directs p65 to bind the promoter regions of *Saa3* and *Acod1* instead of *Nfatc1* during osteoclastogenesis. Thus, PRDX1 induces the expression of *Saa3* and *Acod1* rather than *Nfatc1* during RANKL-mediated osteoclast differentiation. This redirection of p65 binding suggests a potential mechanism by which PRDX1 regulates osteoclastogenesis (Figure 6). How would it be possible? One possibility is that the PRDX1-TLR4 pathway could influence the extent of chromatin opening at the other promoters induced by RANKL-RANK signaling. For example, PRDX1-TLR4 signaling may facilitate the opening of chromatin regions at the *Saa3* and *Acod1* promoters, while potentially suppressing chromatin accessibility at the *Nfatc1* promoter. However, our FAIRE-qPCR analysis suggested that chromatin accessibility at the *Saa3* and *Nfatc1* promoters is not affected by PRDX1 and/or RANKL treatment (data not shown). Nevertheless, it is important to note that this assay does not allow for direct comparison of chromatin opening degrees at each promoter. Additionally, other factors such as posttranslational modifications, cofactor binding, and DNA binding affinity could influence p65 ability to determine binding sites. Further study will be needed to explore this aspect.

**Figure 6:**
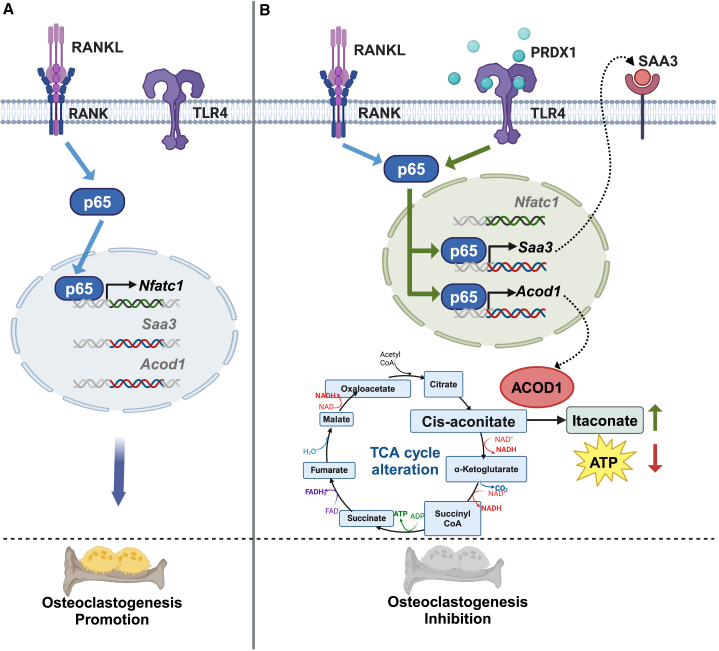
Model represents PRDX1-TLR4 signaling redirecting p65 to the *Saa3* and *Acod1* promoters rather than the *Nfatc1* promoter (A) RANKL-RANK signaling pathway: RANKL binding to RANK activates p65, which translocates to the nucleus and binds to the *Nfatc1* promoter, inducing osteoclastogenesis. (B) PRDX1-TLR4 signaling pathway: Activation of PRDX1-TLR4 signaling redirects p65 to the promoter regions of *Saa3* and *Acod1* instead of *Nfatc1*. As a result, PRDX1 induces the expression of *Saa3* and *Acod1* during RANKL-mediated osteoclast differentiation. The increase in SAA3 and itaconate, produced by ACOD1, inhibits osteoclast differentiation.

Moreover, our investigation into the structural variants of PRDX1 revealed intriguing findings. We observed that the decameric form of PRDX1, which has been implicated in the TLR4 signaling pathway, exhibits the stronger inhibition of osteoclast differentiation compared to the dimeric form. Surprisingly, a monomeric form of PRDX1 mutant (4CS) with enhanced binding affinity to TLR4 showed even greater inhibition of osteoclastogenesis. Our results somewhat contradict a recent study.^39^ Liu et al. observed that a monomeric form treated with DTT lost its ligand activity. This discrepancy could be attributed to the susceptibility of the DTT-treated monomer form to oxidation in the oxidized environment (e.g., cell culture media). Alternatively, variations in conformation between the DTT-treated monomeric form and the 4CS mutant could also contribute to the conflicting observations.

In conclusion, our study elucidates the inhibitory role of extracellular PRDX1 in osteoclastogenesis through the TLR4 signaling pathway and provides mechanistic insights into its downstream molecular mechanisms. These findings not only enhance our understanding of the regulatory mechanisms underlying osteoclast differentiation but also have implications for the development of therapeutic strategies for osteoclast-related diseases. Further studies are warranted to explore the therapeutic potential of targeting the PRDX1-TLR4 signaling axis in the treatment of bone-related disorders.

### Limitations of the study

Our study reveals that PRDX1-TLR4 signaling redirects p65 binding from the Nfatc1 promoter to the Saa3 and Acod1 promoters, promoting Saa3 and Acod1 expression while inhibiting Nfatc1. However, the mechanism determining p65’s binding destination remains unclear. Additionally, the effect of PRDX1 in an *in vivo* osteoporosis model was not examined in this study.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Kyunghwan Kim ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.
• This article does not report the original code.
• All other data reported in this paper will be shared by the lead contact upon request.

## Acknowledgments

This work was carried out with the support of the National Research Foundation of Korea (2020R1A6A1A06046235, 2021RIS-001, and 2023R1A2C1006401 to K.K.; 2022R1I1A1A01069534 to S.J.Y.) and the Chungbuk National University BK21 program (2022).

## Author contributions

Conceptualization: J.P. and K.K.; methodology: J.P., H-Y.J., E.H.B., M.S., and J-I.P.; formal analysis: S.K. and S-Y.C.; investigation: J.P., S-J.Y., and K.K.; writing – original draft: J.P., S-J.Y., and K.K.; writing – review and editing: S-J.Y. and K.K.; supervision: K.K.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-NFATc1	Santa Cruz	Cat# sc-7294; RRID:AB_2152503
Rabbit monoclonal anti-Cathepsin K	Cell signaling	Cat#57056; RRID:AB_3096128
Mouse monoclonal anti-DC-STAMP	Millipore	Cat#MABF39-I; RRID:AB_10807703
Mouse monoclonal anti-β2 Tubulin	Santa Cruz	Cat#SC-47751; RRID:AB_2210539
Rabbit monoclonal anti-NFkB p65	Cell signaling technoloy	Cat# 8242; RRID:AB_3099658
Mouse monoclonal anti-β-Actin	Sino Biological	Cat# 100166-MM10; RRID:AB_2860060
Mouse monoclonal anti-LaminA/C	Santa Cruz	Cat# sc-376248; RRID:AB_10991536
Anti-TLR4	Protein Tech	Cat# 19811-1-AP; PR1D:AB_10638446
Rabbit polyclonal anti- NFkB p65	Diagenode	Cat# C15310256; RRID:AB_2721009 (ChIP)

**Chemicals, peptides, and recombinant proteins**		

M-CSF	This paper	N/A
RANKL	This paper	N/A
Endotoxin Removal resin	Thermofisher scientific	Cat# 88270
EZ-Cytox	DoGenBio	Cat# EZ-3000
Tri-RNA reagent	Favorgen	Cat# FATRR001
M-MLV Reverse transcriptase	Promega	Cat# M1708
iQ SYBR Green Supermix	Bio-rad	Cat# 1708882
TAK242	Sigmaaldrich	Cat# 614316
MyD inhibitor	InvivoGen	Cat# tlrl-pimyd

**Critical commercial assays**		

Acid phosphatase Leukocyte (TRAP) kit	Sigma-Aldrich	Cat# 386A
ATP Assay System Bioluminescence Detection Kit	Promega	Cat# FF2000

**Deposited data**		

RNA-seq data	This paper	GEO: GSE267039

**Experimental models: Cell lines**		

Mouse: WT ICR	Raonbio	
Mouse: WT C57BL/6J	Raonbio	
Mouse: *Prdx1−/−*	Gift from Dr. Dae-Yeul Yu (Ref)	N/A

**Oligonucleotides**		

Primers, see Table S3	This paper	N/A

**Recombinant DNA**		

pET15b-PRDX1 WT	This paper	N/A
pET15b-PRDX1 C83S	This paper	N/A
pET15b-PRDX1 4CS	This paper	N/A

**Software and algorithms**		

Prism 10	GraphPad software	RRID:SCR_002798
HOMER	http://homer.ucsd.edu/homer/	
Metascape	http://metascape.org	
TRRUST	https://www.grnpedia.org/trrust/	
Biorender	https://www.biorender.com/	
Bioluminate	https://www.schrodinger.com/platform/products/bioluminate/	

### Experimental model and subject details

#### Cell culture

Osteoclast precursor (OCP) cells were collected from femurs and tibias of 6-week-old male ICR mice and cultured in minimum essential medium- α (MEM-α) supplemented with 10% FBS and M-CSF (5 ng/mL) for 16 h. Nonadherent cells were collected and further cultured with M-CSF (30 ng/mL) for 3 days. After removal of floating cells, adherent cells were used as osteoclast precursor cells (OCP cells).

#### Mice

All mice were housed in mouse facilities at 12-h light/dark cycles in a 22°C temperature. All procedures were approved by the Institutional Animal Management and Use Committee of Chungbuk National University (CBNUA-1245-19-02). The mice were on a C57BL/6J or ICR background. Prdx1 knockout mice were kindly provided by Dr. Dae-Yeul Yu at Korea Reseach Institute of Bioscience and Biotechnology and were maintained in C57BL/6J background.^40^ Age-matched male mice were used for experiments.

### Method details

#### Construct and protein preparation of PRDX1

To generate the His6-tagged PRDX1 construct, the corresponding cDNA was ligated into the pET15b vector. For the PRDX1 mutants (C83S and 4CS), site-directed mutagenesis was performed to replace Cys52 with Ser52, Cys71 with Ser71, Cys83 with Ser83, and Cys153 with Ser153. Recombinant His6-tagged PRDX1 were expressed in *Escherichia coli* Rosetta2 and purified according to manufacturer’s protocol. Endotoxins were removed from all purified PRDX1 proteins using Endotoxin Removal resin (Thermofisher scientific).

#### Osteoclastogenesis and TRAP staining

OCP cells were grown on a 48-well plate with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in MEM-α complete media. After 3–4 days, cells were fixed and stained for TRAP using an acid phosphatase leukocyte kit (Sigma-Aldrich). TRAP-positive multinucleated cells containing three or more nuclei are counted as osteoclasts under a light microscope.

#### Cell viability assay

OCP cells were seeded at a density of 5,000 cells/100 μL per well in 96-well plate and cultured with M-CSF (30 ng/mL) in MEM-α complete media. The viability of the cells was assessed daily using EZ-Cytox (DoGenBio).

#### RNA-sequencing

OCP cells were cultured with or without RANKL (100 ng/mL) in the presence or absence of PRDX1(200 nM). After a 2-day incubation, total RNA was isolated with Tri-RNA reagent (Favorgen, FATRR001). High-throughput sequencing with 100 bp pair-end was performed using NovaSeq 6000 (Illumina). The RNA-seq data was analyzed using the HOMER program, with cutoff parameters set at fold change ≥1.5 and FDR <0.05. Gene ontology (GO) analysis was performed using the Metascape tool (https://metascape.org/), and Gene Set Enrichment Analysis (GSEA) of MsigDB gene sets was conducted. TRRUST2 v2 (https://www.grnpedia.org/trrust/) was utilized for predicting transcription factors of target genes. RNA-seq data were available at NCBI Gene Expression Omnibus (GSE267039).

#### Immunoblotting

Whole cell lysates were prepared with SDS lysis buffer [20 mM Tris, pH7.5, 50 mM NaCl, 2.5% SDS, 2.5% sodium deoxycholate, protease inhibitor cocktails, and 0.5mM PMSF]. To isolate nuclear fractions, cells were lyzed with buffer A [10 mM HEPES pH7.9, 10 mM KCl, 1.5 mM MgCl_2_, 340 mM Sucrose, 10% Glycerol, 0.1% Triton X-100, 1 mM DTT, 0.4 mM PMSF and protease inhibitor cocktails]. Following centrifugation at 300*g* for 5 min, the nuclear pellet was further lysed with SDS lysis buffer. Subsequently, cell lysates were separated by SDS-PAGE and transferred onto PVDF membranes for immunoblotting using specific antibodies. The antibodies used included NFATc1 (Santa Cruz), NF-κB p65 (Cell Signaling), lamin A/C (Santa Cruz), and β-actin (Santa Cruz).

#### Measurement of ATP levels

ATP levels were quantified using a luciferin-luciferase based assay with the ENLITEN ATP Assay System Bioluminescence Detection Kit (Promega), following the manufacturer’s instructions. Briefly, OCP cells were seeded in 12-well plates with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in MEM-α complete media, with or without PRDX1 (200 nM). After 1 day, cells were washed with PBS and lysed with the lysis buffer. Unnecessary components were precipitated using 2% trichloroacetic acid, and supernatants were neutralized by adding Tris-Acetate buffer. A 50 μL aliquot of luciferase reagent was then added to 50μL of the neutralized sample, and ATP levels were measured immediately using a luminometer.

#### Chromatin immunoprecipitation (ChIP)

ChIP was performed as previously described.^61^ Cells were crosslinked with 1% formaldehyde for 10 min and then washed twice with ice-cold PBS. The crosslinked cells were lysed using a hypotonic buffer [10 mM HEPES-KOH pH 7.8, 10 mM KCl, 1.5 mM MgCl_2_, and protease inhibitors] on ice for 10 min, followed by centrifugation at 14,000 rpm for 1 min. The resulting nuclear pellet was resuspended in a nuclear lysis buffer [1% SDS, 50 mM Tris-HCl pH 8.0, 10 mM EDTA]. Samples were sonicated for 20 cycles using a Bioruptor (Diagenode). Immunoprecipitation was performed on precleared chromatin preparations using antibodies specific for p65 (Diagenode) and IgG, along with A/G agarose beads. The precipitated DNA was subjected to real-time quantitative PCR with primers specific for the promoter regions of *Saa3*, *Acod1*, and *Nfatc1*. The PCR primer sequences for ChIP-qPCR can be found in Table S3.

#### Protein-protein docking simulation

3D models for monomer, dimer, and decamer PRDX1, as well as huTLR4, were generated using the BioLuminate module with existing structures as templates (PDB IDs: 3FXI, 2RII, and 7IH1). Protein-protein docking simulations were conducted with PIPER in BioLuminate, focusing on interactions between huTLR4 and mono-, di-, and deca-PRDX1. PIPER utilized FFT for a global search, selecting the top 30 clusters from 1000 conformations, with a 9 Å cluster radius. Each docked complex underwent 70,000 permitted rotations. The BioLuminate module calculated energies, defining the PIPER pose score to identify low-energy models. PIPER scores were determined for the best PRDX1-huTLR4 models.

#### Pull down assay

OCP cells were grown with M-CSF (30 ng/mL) in MEM-α complete media. Whole cell lysates were prepared using RIPA buffer [300 mM NaCl, 50 mM Tris-HCl pH 8.0, 0.5% deoxycholate, 0.1% SDS, 20 mM imidazole, 0.1% NP40, and protease inhibitor cocktails]. Recombinant wild-type PRDX1 or PRDX1 4CS mutant (10 μg) was then incubated with 1 mg of the lysate and Ni-NTA beads at 4°C overnight. Beads were washed three times with the same buffer, and the bound proteins were analyzed by SDS-PAGE, followed by immunoblotting using an anti-TLR4 antibody (ProteinTech).

#### Measurement of itaconate

Cells were washed with ice-cold 0.9% sterile NaCl, followed by addition of a solution of 80% (v/v) methanol and agitation for 10 min on ice. Intracellular metabolites were extracted by centrifugation at 21130*g* for 10 min, and the liquid supernatant was collected and filtered through a 0.2 μm PVDF membrane syringe filter. Samples were derivatized by incubating with a solution of 20 mg/mL methoxyamine hydrochloride in pyridine for 90 min at 30°C, followed by addition of N,O-bis(trimethylsilyl)trifluoroacetamide and heating for 30 min at 60°C. GC-MS analysis was conducted using a Thermo Trace 1310 GC coupled to a Thermo ISQ LT single quadrupole mass spectrometer, with separation on a DB-5MS column. The injection temperature was 300°C with a split ratio of 1:5. Metabolites were separated using a helium flow of 1.5 mL and the oven program included temperature ramps from 50°C to 325°C. Mass spectra were acquired in the scan range 35–650 m/z, processed using MS-DIAL (http://prime.psc.riken.jp/compms/msdial/main.html), and quantified based on standard calibration curves.

#### Real-time quantitative RT-PCR

Total RNA was prepared using the Tri-RNA reagent (Favorgen), and cDNA was generated using M-MLV reverse transcriptase (Promega) according to the manufacturer’s instructions. Real-time PCR was performed using the IQ SYBR Green Supermix and the IQ5 real-time cycler (Bio-Rad). Relative mRNA levels were normalized to β-actin mRNA levels. The primers used for RT-PCR are described in Table S3.

### Quantification and statistical analysis

Data are presented as mean ± SD. Statistical significance was assessed using a two-tailed t-test or one-way ANOVA followed by Tukey’s multiple comparison test for comparisons among three or more groups. A *p* value of <0.05 was considered significant. In the figures, asterisks denote statistical significance (∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001). Statistical analyses were performed using GraphPad Prism 10.

# Supplementary material for: Peroxiredoxin 1-Toll-like receptor 4-p65 axis inhibits receptor activator of nuclear factor kappa-B ligand-mediated osteoclast differentiation
**Source:** iScience. 2024 Nov 26;27(12):111455. doi: 10.1016/j.isci.2024.111455
**Supplement:** Document S1. Figures S1–S5 and Table S3

## **Supplemental information**

### **Peroxiredoxin 1-Toll-like receptor 4-p65 axis inhibits receptor activator of nuclear factor kappa-B ligand-mediated osteoclast differentiation**

**Jisu Park, Sanggil Kim, Hye-Yeon Jung, Eun Hwan Bae, Minhye Shin, Jae-Il Park, So-Young Choi, Sun-Ju Yi, and Kyunghwan Kim**

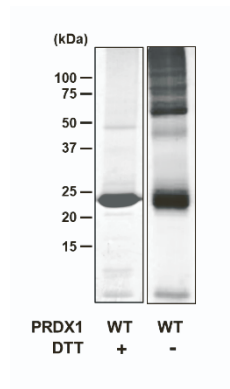

**Figure S1.** Coomassie staining of recombinant PRDX1 wild-type (WT), Related to Figure 1.

His-tagged PRDX1 was expressed in *E. coli*, and purified using Ni-NTA beads. Purified proteins were analyzed by SDS-PAGE under non-reducing (-DTT) and reducing (+DTT) conditions.

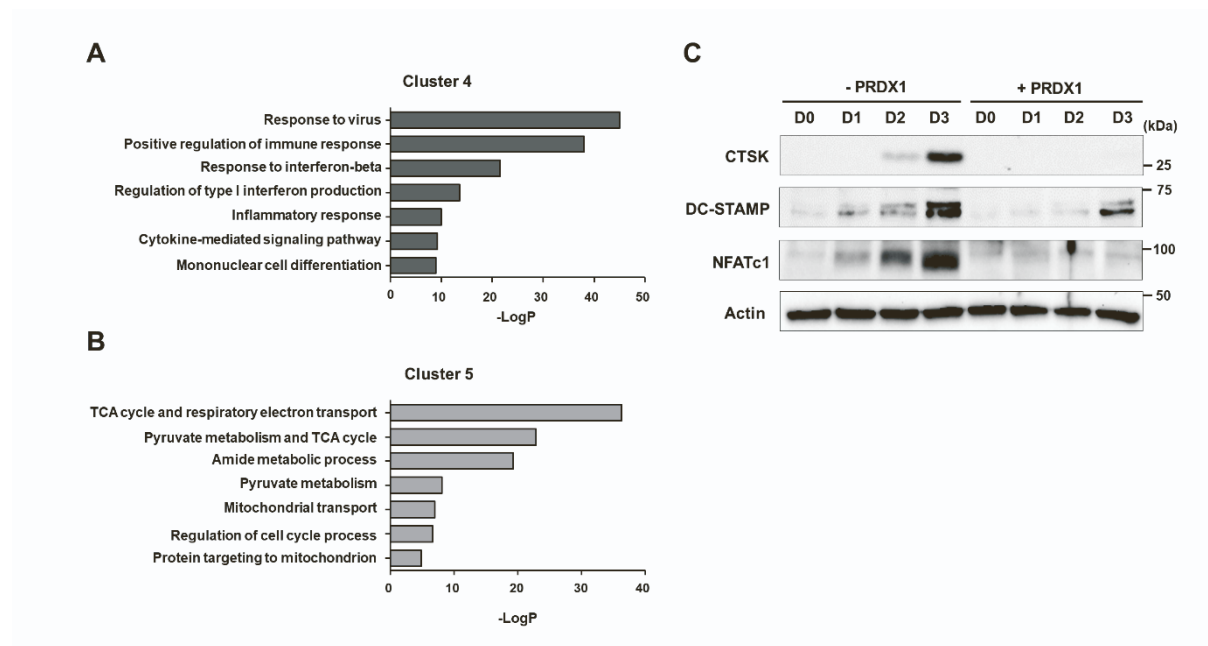

**Figure S2.** Gene profiling analysis of PRDX1 during osteoclastogenesis, Related to Figure 2.

(A and B) Gene ontology analysis for genes in clusters 4 and 5.

(C) An inhibitory effect of PRDX1 on the expression of osteoclast marker genes during osteoclast differentiation. OCP cells were cultured with or without PRDX1 (200 nM) in the presence of M-CSF (30 ng/ml) and RANKL (100 ng/ml). Whole-cell lysate were analyzed by immunoblotting with the indicated antibodies.  $\beta$ -Actin served as the loading control.

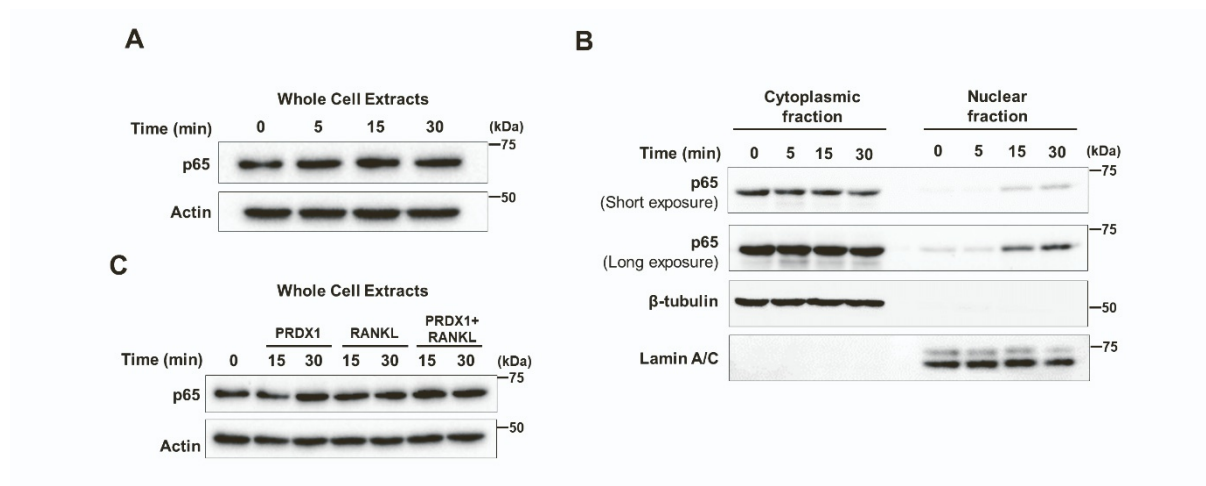

**Figure S3.** Effect of PRDX1 and RANKL on p65 expression levels, Related to Figure 4.

(A) OCP cells were treated with PRDX1 (200 nM) as the indicated times. Whole cell extracts were analyzed by immunoblotting with p65 antibody.  $\beta$ -Actin was used as a loading control.

(B) OCP cells as in (A) were prepared into cytoplasmic and nuclear fractions. Subcellular localization of p65 was analyzed by immunoblotting using the specified antibodies.

(C) OCP cells were treated with a combination of PRDX1 (200 nM) and RANKL (100 ng/ml) as indicated. Whole cell extracts were analyzed by immunoblotting for p65.  $\beta$ -Actin was used as a loading control.

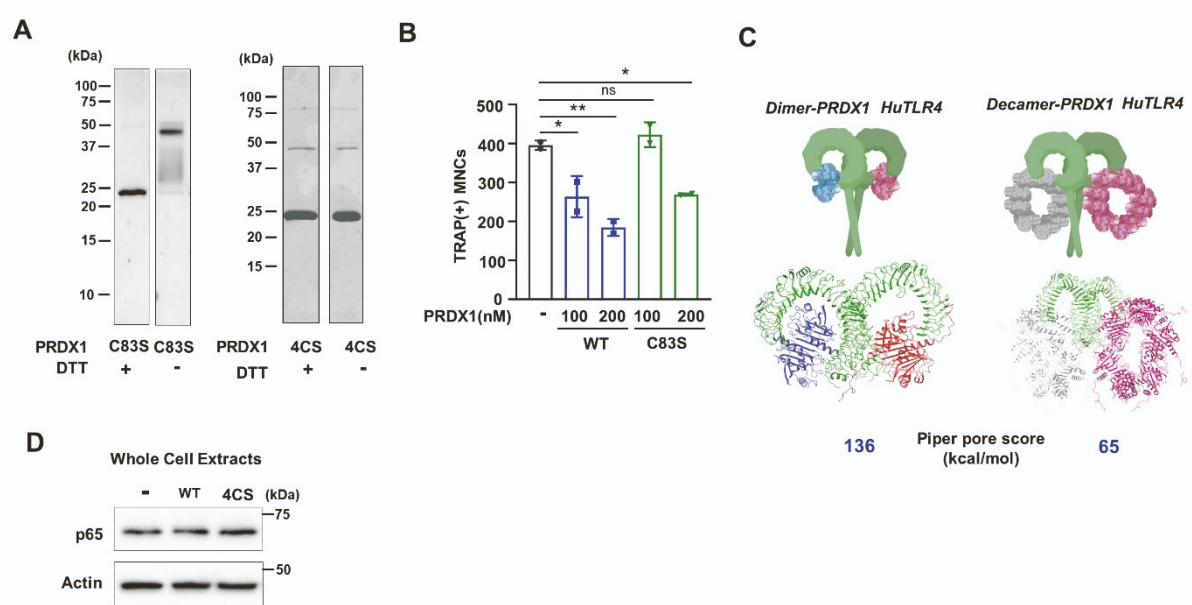

**Figure 4.** Effect of PRDX1 mutants on TLR4 signaling and osteoclast differentiation, Related to Figure 5.

(A) Coomassie staining of PRDX1 C83S and 4CS. Purified PRDX1 mutants were analyzed by SDS-PAGE under non-reducing (-DTT) and reducing (+DTT) conditions.

(B) TRAP staining of osteoclast precursors treated with PRDX1 WT or C83S. BMMs were cultured with varying concentrations of PRDX1 WT (100 and 200 nM) or PRDX1 C83S (100 and 200 nM) in the presence of M-CSF (30 ng/ml) and RANKL (100 ng/ml).

(C) Docking model between human TLR4 (HuTLR4) and PRDX1 mutants. The PIPER Pose Score was determined using the BioLuminate module.

(D) Effect of PRDX1 mutants on p65 expression levels. BMMs were treated with PRDX1 WT (100 nM) or 4CS mutant (25 nM) for 30min. Whole cell lysates were analyzed by immunoblotting with p65 antibody.

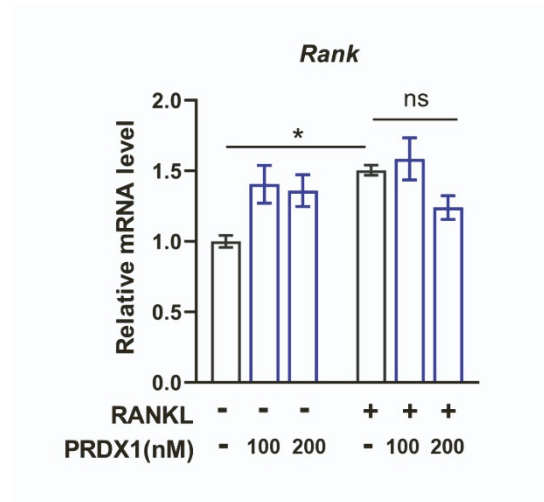

**Figure S5.** Effect of PRDX1 on *Rank* mRNA expression, Related to Discussion.

mRNA expression levels of *Rank* treated with PRDX1 (100 and 200 nM) and/or RANKL (100 ng/ml) for 1 day. The data were presented as Mean  $\pm$  SD from three independent experiments. P value is determined by two-tailed t-test in (D) and one-way ANOVA with Tukey's multiple comparisons test. \*P < 0.05; ns, not specified.

**Table S3.** Primers, Related to STAR Methods.

| <b>TARGET</b>                       | <b>Forward sequences (5' → 3')</b> | <b>Reverse sequences (5' → 3')</b> |
|-------------------------------------|------------------------------------|------------------------------------|
| <b>RT-PCR</b>                       |                                    |                                    |
| <i>β-Actin</i>                      | GCAAGTGCTTCTAGGCGGAC               | AAGAAAGGGTGTAACACGCAGC             |
| <i>Nfatc1</i>                       | CTCGAAAGACAGCACTGGAGCAT            | CGGCTGCCTTCCGTCTCATAG              |
| <i>Destamp</i>                      | CCGCTGTGGACTATCTGCTG               | CTCAATGGCTGCTTTGATCG               |
| <i>Ctsk</i>                         | ACGGAGGCATTGACTCTGAAGATG-          | GGAACCACCAACGAGAGGAGAAAT           |
| <i>Rank</i><br>( <i>Tnfrsf11a</i> ) | GCTGGCTACCACTGGAATC                | GTGCAGTTGGTCCAAGGTTT               |
| <i>Ccl5</i>                         | CCTCACCATATGGCTCGGAC               | TCTTCTCTGGGTTGGCACAC               |
| <i>Cfb</i>                          | GTCAGGCCCTGGAGTACCTA               | TCTTTTGGTCTCGGGTCTGC               |
| <i>Saa3</i>                         | GGGTCTAGAGACATGTGGCG               | TCCGGGCAGCATCATAGTTC               |
| <i>Acod1</i>                        | TATGCCAACTACTCCCCGA                | GATGTGGTCAGCAGGGAACA               |
| <b>ChIP</b>                         |                                    |                                    |
| <i>Saa3</i><br>(-1.9kb)             | AACACCCCTGAGCTATTGCC               | CCCACCCCTTTACGCAAAAG               |
| <i>Acod1</i><br>(-0.5kb)            | TCCTTCTGGTAAGCAGGCTC               | CAGAGGAAGAAAAGCCCCCA               |
| <i>Nfatc1</i><br>(-0.7kb)           | CTCGTACAGCAAGCAATCCA-              | ATGTAAAATCGCAGGCTTCC               |

How the deposited data were processed for this re-analysis (not part of the article)

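The data were RNA-seq values of osteoclast precursor cells cultured for 2 days with M-CSF in 4 groups of 2 cultures, with and without PRDX1 and RANKL. The authors aligned the reads, counted them on the exons of RefSeq genes of mm10 with HOMER, kept 1 transcript per gene, and divided by its length and by the library total to give FPKM. Reads were counted on both strands, so that genes that overlap can share reads. The table held 25124 genes and 0 columns of per-sample values other than the 8 libraries used. The product of FPKM and transcript length was a whole multiple of 1 value per library for 99.9% to 100% of the genes checked in each library, which gave the reads counted and library totals of 27284655 to 46171823 reads. The 10 most abundant genes took 4.75% to 9.69% of the reads on genes. Floors and intervals cover counting error only; the floor was 3 reads.

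The values given are not counts, so no count test was used in the main fit. With limma 3.58.1 in R 4.3.3, log2(FPKM + 1) was fitted in one model of the 4 groups with an intensity trend, for 11700 genes with a mean FPKM of at least 0.5. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5 were called. The 6 pairwise comparisons and the interaction of PRDX1 and RANKL were tested. The genes named were fixed by a rule: every gene the paper names; for each of the 2 PRDX1 comparisons, the 5 largest increases and the 5 largest decreases among the calls with both treated libraries beyond both untreated ones; and in each gene list up to 3 members with the largest change.

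Gene lists were 13 lists written by hand before the data were examined and 7 Reactome sets of the R package fgsea 1.28.0, with 25082 of the 25124 genes matched to an Entrez identifier. The list of mitochondrially encoded genes had 0 genes in the table and was not analysed here. The lists were tested by camera with a correlation of 0.01, and by fry and camera with an estimated correlation beside it. Adjustment was over the 40 tests of the 2 PRDX1 comparisons, and separately over the tests of the interaction. Lists that are not named at a claim had these median log2 fold changes by PRDX1 (camera): cholesterol synthesis, -0.77 without RANKL (adjusted p = 5.08e-17) and -0.12 with RANKL (adjusted p = 0.203). For the cell cycle they were -0.48 without RANKL (adjusted p = 7.18e-14) and -0.32 with RANKL (adjusted p = 1.02e-05), and for the lysosome 0.24 without RANKL (adjusted p = 1.16e-09) and 0.37 with RANKL (adjusted p = 1.15e-11). Marker genes of mature dendritic cells had 0.43 without RANKL (adjusted p = 0.00242) and 0.46 with RANKL (adjusted p = 0.0164). The Reactome set of the citric acid cycle had -0.14 without RANKL (adjusted p = 0.00356) and -0.61 with RANKL (adjusted p = 1.46e-10), that of respiratory electron transport -0.10 without RANKL (adjusted p = 2.49e-04) and -0.49 with RANKL (adjusted p = 1.39e-21), and the set of both -0.12 without RANKL (adjusted p = 1.11e-05) and -0.49 with RANKL (adjusted p = 2.17e-25). The Reactome set of interferon alpha/beta signaling had 0.17 without RANKL (adjusted p = 0.00342) and 0.09 with RANKL (adjusted p = 0.00563), that of cholesterol biosynthesis -0.68 without RANKL (adjusted p = 5.03e-13) and -0.12 with RANKL (adjusted p = 0.332), and that of translation -0.10 without RANKL (adjusted p = 6.78e-05) and -0.35 with RANKL (adjusted p = 2.97e-19). The osteoclast markers without RANKL had 0.22 (adjusted p = 1.89e-05). This median became 0.14 without no PRDX1 + no RANKL replicate 1, 0.11 under quantile normalization and 0.23 under upper quartile scaling. Cell surface TLR signaling with RANKL had 0.09 (adjusted p = 0.00550), which became 0.04 without PRDX1 + RANKL replicate 2, and the Reactome set of the TLR4 cascade 0.04 (adjusted p = 0.0323), which became 0.01 without PRDX1 + RANKL replicate 2. The respiratory chain without RANKL had -0.14 (adjusted p = 1.07e-05). With RANKL the median of cholesterol synthesis became -0.19 without no PRDX1 + RANKL replicate 1 and -0.08 without no PRDX1 + RANKL replicate 2, and that of interferon alpha/beta signaling 0.15 without PRDX1 + RANKL replicate 1. The 19 tests that passed with the estimated correlation were those of the genes that respond to TLR4, NF-κB targets, respiratory chain, cell cycle, lysosome and the Reactome set of the TCA cycle and respiratory electron transport in both comparisons, the 2 cholesterol lists without RANKL, and the osteoclast markers, TCA cycle, citric acid cycle, respiratory electron transport and translation with RANKL.

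Genes called in any pairwise comparison were divided by k-means with 5 clusters and 50 starts on row-standardized values, and membership of the lists in clusters was tested by Fisher's exact test against all genes tested. The steps were tested on simulated data made from the real means and library sizes, in which 200 genes were changed by known fold changes. Of the 199 changed genes that passed the filter, among 11694 genes, 92.0% were called, all in the right direction, and 7 of 11495 unchanged genes were called. The 92.0% holds only for the fold changes that were simulated, and smaller changes may be missed more often. Of the 100 random lists, 0 had a camera p-value under 0.05. The simulation was made from means and library sizes and its lists were random, so this check does not cover lists whose genes vary together. It therefore gives no assurance on the preset correlation. Fewer of the real list tests passed with the correlation estimated from the residuals. The recovery of reads was exact for 100% of the genes in 8 simulated libraries. The alternatives were a pseudocount of 0.1, no filter and a filter at a mean FPKM of 2, quantile and upper quartile scaling, the replicate number as a block, a fit of only the 2 groups compared, limma without the trend, 4 or 6 clusters, and each library left out in turn. An alternative chosen after seeing the data was voom on the recovered reads. Of the 4328 genes of the paper's Table S1, 1998 were held and 1193 were marked as left out, with the rest unaccounted for. Table S1 was therefore not used for overlaps. The lists of immediate early genes, NRF2 targets and interferon genes in the closing section were written after the data had been examined; Hmox1 was left out of the NRF2 targets because its values had been seen.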

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

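The tests of nucleic acid carried over, of the share of the main cell type and of stromal cells were chosen only after the result was seen; the lists behind the tests of handling and of NRF2 targets were written after the data had been examined but before the lists were tested.

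PRDX1 raised 16 genes without RANKL and lowered them with RANKL, each with an interaction past the thresholds, which opposite changes of this size nearly ensure. Another 9 genes changed the other way, lower without RANKL and higher with it. The 16 include Atp6v0d2 (1.57 and -2.69 on the log2 scale), Acp5 (1.15 and -2.76) and Dcstamp (0.91 and -2.34). Under quantile normalization 15 genes changed in both directions, 14 of them shared with the 16, and after all libraries were thinned to the 27284655 reads of the smallest, 15 did, 14 of them shared. These values argue against the scaling to library totals and against depth as the whole cause. A response to PRDX1 that depends on RANKL, which the design names, stays as a hypothesis, since it was found and tested on the same libraries.

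Fos had an interaction of -1.40: PRDX1 raised it without RANKL and had no detectable effect with RANKL. Under quantile normalization the interaction was -1.32, which argues against the scaling as the cause. Handling of the cells before lysis would raise other immediate early genes with Fos. Their median log2 fold change without RANKL was 0.51, with 12 of 13 genes above 0. This lay between the 0 and the 1.52 of Fos that the test would have told apart. Handling and an effect of PRDX1 as causes of the rise without RANKL therefore cannot be told apart. With RANKL their median was 0.53. The median of their interactions was -0.09, with 6 above and 7 below 0 (camera, adjusted p = 0.680), and 1 gene passed the thresholds in each direction. As a set they did not share the interaction of Fos, so a rise of the whole list does not by itself account for it.

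The mRNA of Prdx1 itself, which the paper does not discuss, was higher with PRDX1, with a log2 fold change of 1.02 with RANKL (adjusted p = 2.60e-07, limma with Benjamini-Hochberg adjustment) and 0.50 without. RANKL alone lowered Prdx1 by -1.08, from 1258 to 593 FPKM, so the change with RANKL began from a lower level. With PRDX1 + RANKL it had 1207 FPKM, a log2 fold change of -0.06 relative to neither treatment (limma, adjusted p = 0.377). The gene overlaps AV051173, with which it can share reads. Under quantile normalization the change with RANKL was 1.17, which argues against the scaling. Nucleic acid carried over with the recombinant protein would add the same FPKM in both comparisons. PRDX1 added 517 FPKM without RANKL and 613 FPKM with RANKL, a difference of 1.88 standard errors, and with 2 libraries per group this cannot be told apart from an induction of the gene. The NRF2 targets had a median of -0.0375 without RANKL, with 6 above and 7 below 0 (camera, adjusted p = 0.516; fry, adjusted p = 0.0109). With RANKL, where Prdx1 rose more, their median was 0.13, with 10 of 13 above 0 (camera, adjusted p = 0.0104; fry, adjusted p = 3.33e-04), and the median of their interactions was 0.25 (camera, adjusted p = 0.0249). The values with RANKL go with a shared rise of NRF2 targets, by less than that of Prdx1, and those without RANKL go both ways, so a shared rise stays open.

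Stromal marker genes, which the paper does not discuss, had a median log2 fold change by PRDX1 of 0.62 without RANKL (camera, adjusted p = 1.83e-06) and 0.63 with RANKL (camera, adjusted p = 1.89e-05), and neutrophil marker genes 0.63 (camera, adjusted p = 1.02e-05) and 0.74 (camera, adjusted p = 8.47e-05). With the estimated correlation neither list passed in either comparison, with adjusted p-values from 0.0869 to 0.151. Under quantile normalization the stromal list had an adjusted p of 9.78e-06 (camera) without RANKL, which argues against the scaling. The median linear ratio without RANKL was 1.70 for 12 stromal genes, from 0.772 to 2.43 with 1 gene below 1, and 2.58 for 11 neutrophil genes, from 0.905 to 6.52. More stromal cells in the PRDX1 cultures are a candidate explanation, though the same genes could be induced in the precursor cells. A lower share of the main cell type cannot be told apart from these, because the spread of the neutrophil ratios covers the stromal median. The most abundant stromal markers were low, with Bgn at 9.04 FPKM with PRDX1. Of the stromal list 2 genes, and of the neutrophil list 1, had over 5 FPKM without either treatment, and 10 and 6 are in the paper's Table S2.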

How the results depend on the processing

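The total number of differentially expressed genes in each of the 6 comparisons, in any of them and for the interaction stayed within 1.5 times of its value under the alternative pseudocount, filters, scalings, block and fits, where the fit of 2 groups alone has no interaction and counts were not recomputed with a library left out. Of the counts by direction, that of the 233 genes lower with PRDX1 without RANKL became 360 with a pseudocount of 0.1 and 389 with voom; the cause was not tested. The number in any comparison ranged from 3271 with a mean FPKM of at least 2 to 4679 with voom on the recovered reads, which was chosen after seeing the data. Of the k-means clusters, that nearest cluster 5 held 1901 genes with 4 clusters; the cause was not tested. The sizes nearest cluster 4 under each clustering tried, and nearest cluster 5 under the others, stayed within 1.5 times; those of clusters 1 to 3 were not compared.

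With the correlation between genes estimated from the residuals, 19 of the 40 list tests passed in place of 36. The tests that no longer passed were those of cell surface TLR signaling with RANKL (adjusted p = 0.0659), the interferon-stimulated genes without (0.0687) and with RANKL (0.0711), the osteoclast markers without RANKL (0.0659), the TCA cycle without RANKL (0.0537), and 12 tests of other lists; the cause was not tested. Under fry 3 more tests passed, and with a mean FPKM of at least 2, 2 tests of other lists no longer passed.

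The interaction of H2-M2 was 0.19, and reversed to -1.57 with a pseudocount of 0.1 and to -2.96 with voom; that of Ccr7 was 0.08, and reversed to -1.14 and -2.17. Without either treatment 2 and 2 reads were counted on H2-M2 and 4 and 4 on Ccr7; the cause was not tested. Of the other fold changes of named genes under alternatives, 3773 kept their side of the thresholds, 33 passed the thresholds only under the alternative and 20 no longer did. With 1 library left out, 516 fold changes of named genes and 27 medians of lists moved by more than the spread between replicates, and 1684 and 133 did not. Under the other alternatives 72 medians of lists moved by more than that spread and 288 did not. None of the alternatives was left out.

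With the replicate number as a replicate block, 3843 genes were differentially expressed in any comparison and 676 with PRDX1 without RANKL, and 36 list tests passed. The differences between replicates 1 and 2 had correlations across genes from -0.04 to 0.24 between the groups, over the genes with a mean FPKM of at least 5; they were not all over 0.1, and the numbers were not taken to pair the cultures. Leaving out a library leaves 1 in its group, so only fold changes were recomputed. The median of cell surface TLR signaling without RANKL changed sign, to 0.02 without replicate 2 of no PRDX1 + no RANKL. With 2 libraries per group, a change in genes near the floor of 3 reads, such as Ifnb1, was not detectable.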

Differences from the paper's values

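The values in the paper's Table S2, headed fold change, have a smallest size of 0.59, the log2 of 1.5, so both sides are log2 fold changes. Those here are of log2(FPKM + 1), which understates changes of genes with low FPKM. The spread between replicates rests on 2 libraries per group and was only 0.027 for Cfb. Of 14 genes compared between PRDX1 and no PRDX1 without RANKL, 9 differed from the paper's by more than the spread between replicates. They were Saa3 at 4.02 against the paper's 4.45, Acod1 at 2.20 against the paper's 2.89, Cfb at 4.27 against the paper's 5.04, Ccl5 at 3.80 against the paper's 4.39, Dcstamp at 0.91 against the paper's 1.35, Slfn4 at 4.57 against the paper's 5.03, Slfn1 at 3.96 against the paper's 4.44, Slco2b1 at -2.75 against the paper's -3.24 and Hpgd at -2.02 against the paper's -2.07. With a pseudocount of 0.1, the values of Saa3 (4.37), Acod1 (2.77), Dcstamp (1.22), Slfn4 (4.97), Slfn1 (4.41), Slco2b1 (-3.24) and Hpgd (-2.10) came within that spread, and those of Cfb (4.90) and Ccl5 (4.31) did not. Saa3 also came within it with libraries scaled to the same upper quartile (4.06). With a library left out, Saa3 came within it without replicate 1 of no PRDX1 + no RANKL (4.32) or replicate 1 of PRDX1 + no RANKL (4.12), and Slfn4 (4.78) and Slfn1 (4.23) without replicate 2 of no PRDX1 + no RANKL. The remaining alternatives set before the data were examined, namely the 2 other filters, quantile normalization, the replicate number as a block, a fit of the 2 groups alone and limma without the trend, closed the gap for none of the 9 genes. With voom on the recovered reads, chosen after seeing the values, Saa3 (4.46), Acod1 (2.88), Ccl5 (4.35), Dcstamp (1.27), Slfn4 (4.97) and Slfn1 (4.41) came within the spread.

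The number of genes differentially expressed in any comparison, 3841, was within 1.5 times of the paper's 4328, as were the 445 higher and 233 lower genes with PRDX1 without RANKL of the paper's 566 and 263; with a mean FPKM of at least 2, 370 genes were higher, which was not.

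The paper states that PRDX1 left Fos mRNA unchanged in these data, without naming the comparison. Here Fos rose by 1.52 on the log2 scale without RANKL, where the paper's Table S2 lists Fos with 1.63. With RANKL the change of 0.13 did not pass the thresholds (limma, adjusted p = 0.182), so no difference from the paper was detectable there. The paper reports a positive enrichment of cell surface TLR signaling with PRDX1 without RANKL; the list of that pathway used here, another set of genes, had camera's direction up as well, but did not pass the test (camera, adjusted p = 0.352; fry, adjusted p = 0.0521). Its median was -0.04, against -0.0393 for all genes, 0.01 under quantile normalization and 0.00169 under upper quartile scaling.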

Other observations

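The list of interferon genes was written after the data had been examined, with the values of Ifnb1 seen; none of the tests in this part was chosen only after its own result was seen.

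With PRDX1 + RANKL, Saa3 had 59.8 ± 4.25 FPKM (SD, n = 2) and Acod1 14.8 ± 0.0495 FPKM (SD, n = 2). Relative to PRDX1 alone, the log2 fold change was -0.12 for Saa3 (adjusted p = 0.596, limma with Benjamini-Hochberg adjustment) and 0.53 for Acod1 (adjusted p = 0.00141). Tnfrsf11a, which encodes the receptor of RANKL, changed by 0.09 with PRDX1 without RANKL (adjusted p = 0.206) and by -0.24 with RANKL (adjusted p = 0.00234). Tlr4 changed by -0.13 without RANKL (adjusted p = 0.25) and by 0.36 with RANKL (adjusted p = 0.00452). The cell cycle list had 10 of 30 genes lower with PRDX1 without RANKL and 2 with RANKL, and the list of cholesterol synthesis 17 of 24 and 0.

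The respiratory chain genes have shorter transcripts than most, with a median of 676 bases against 2659 for all genes tested. Lists of other genes matched on length and mean FPKM had a median log2 fold change by PRDX1 under RANKL of -0.25 and at the lowest -0.39 in 10000 draws, against -0.49 for the respiratory chain (permutation test, one-sided, p = 1e-04, the smallest these draws can give). Under quantile normalization the median of the list was -0.39, against -0.03 for all genes. These values argue against length and scaling as the whole cause; the part that the matched lists share stays open, as does an effect of PRDX1 under RANKL, which the design names.

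The interferon-stimulated genes were higher with PRDX1 while Ifnb1 stayed at the floor. Of the listed interferon genes other than Ifnb1, 0 were above the floor of 3 reads in both PRDX1 libraries of a comparison. This argues against another listed interferon gene expressed above that floor at 2 days. Expression at or under the floor was not detectable at this depth. An earlier pulse and an effect of PRDX1 without interferon stay untested. Under quantile normalization the list had an adjusted p of 3.87e-23 (camera) without RANKL, which argues against the scaling. Endotoxin in the recombinant protein was not tested here, since none of the 8 libraries had inactivated protein. The paper's methods describe the removal of endotoxin from its PRDX1 preparations with a resin. In its osteoclast assay, PRDX1 inactivated by heat did not inhibit osteoclast formation.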
